# Stromal *Pbrm1* mediates chromatin remodeling necessary for embryo implantation in the mouse uterus

**DOI:** 10.1172/JCI174194

**Published:** 2024-03-01

**Authors:** Qiliang Xin, Iris Feng, Guoyun Yu, Jurrien Dean

**Keywords:** Endocrinology, Reproductive biology, Epigenetics, Fertility, Sex hormones

## Abstract

Early gestational loss occurs in approximately 20% of all clinically recognized human pregnancies and is an important cause of morbidity. Either embryonic or maternal defects can cause loss, but a functioning and receptive uterine endometrium is crucial for embryo implantation. We report that the switch/sucrose nonfermentable (SWI/SNF) remodeling complex containing polybromo-1 (PBRM1) and Brahma-related gene 1 (BRG1) is essential for implantation of the embryonic blastocyst on the wall of the uterus in mice. Although preimplantation development is unaffected, conditional ablation of *Pbrm1* in uterine stromal cells disrupts progesterone pathways and uterine receptivity. Heart and neural crest derivatives expressed 2 (*Hand2*) encodes a basic helix-loop-helix (bHLH) transcription factor required for embryo implantation. We identify an enhancer of the *Hand2* gene in stromal cells that requires PBRM1 for epigenetic histone modifications/coactivator recruitment and looping with the promoter. In *Pbrm1^cKO^* mice, perturbation of chromatin assembly at the promoter and enhancer sites compromises *Hand2* transcription, adversely affects fibroblast growth factor signaling pathways, prevents normal stromal-epithelial crosstalk, and disrupts embryo implantation. The mutant female mice are infertile and provide insight into potential causes of early pregnancy loss in humans.

## Abstract 2

Early gestational loss is caused by disrupted chromatin remodeling that affects *Hand2* expression and prevents implantation of embryonic blastocysts on the wall of the uterus.

## Introduction

Embryo implantation on the wall of the uterus is a critical step in mammalian reproduction (1). In humans, maximal fecundity for natural births per menstrual cycle is approximately 30%. Over 40% to 50% of conceptions are lost in the first 20 weeks of gestation, and approximately 75% of unsuccessful pregnancies are due to failed implantation (2). Success requires synchronization between a competent embryonic blastocyst and a receptive uterus. There is a temporally restricted “implantation window” regulated by proliferation and differentiation of endometrial epithelium and stroma under the control of progesterone (P_4_) and estrogen (E_2_) (3, 4). Uterine epithelial-stromal crosstalk involves endocrine, paracrine, and juxtacrine interactions that are critical for successful implantation (1, 3). Developmental programs are precisely controlled by chromatin regulators that maintain specific gene expression through epigenetic modification of the genome. However, the details of chromatin remodeling and spatiotemporal expression of genes that guide proper epithelial-stromal interactions to ensure uterine receptivity remain largely unexplored.

As a critical subunit of the switch/sucrose nonfermentable (SWI/SNF) chromatin-remodeling complex PBAF, polybromo-1 -(PBRM1) encodes Brahma-related gene 1–associated (BRG1-associated) factor 180 (BAF180), which (a) targets the complex to specific sites in the genome; (b) recruits additional effector proteins; and (c) alters histone-DNA interactions that control gene expression (5). BRG1 in the PBAF SWI/SNF complex uses energy from ATP hydrolysis to mobilize and reposition nucleosomes at promoters and enhancers. This provides nucleosome-free regions that can accommodate large macromolecular machinery (transcriptional factors, RNA polymerase, etc.) needed to activate target genes (6–8). Using multiple gene-edited mouse lines, molecular biological tools, and bioinformatics, we document that stromal cell expression of *Pbrm1* is required for fertility. By regulating the normal stromal-epithelial dialogue, PBRM1 ensures uterine receptivity and embryo implantation in a SWI/SNF complex–dependent manner. Mechanistically, we determine that PBRM1 is recruited to the *Hand2* uterine enhancer site after P_4_ priming. It promotes *Hand2* transcription by remodeling chromatin accessibility that facilitates transcriptional factor recruitment and enhancer/promoter interactions.

Heart and neural crest derivatives expressed 2 (*Hand2*) encodes a basic helix-loop-helix (bHLH) transcription factor implicated in cardiac morphogenesis and brachial arch development (9–12). More recently, this P_4_-induced gene has been implicated in uterine stromal-epithelial interactions as well as steroid production necessary for embryo implantation (13). *Hand2* expression at the maternal-fetal interface is associated with the evolution of implantation in eutherian mammals as well as gestational regulation that prevents preterm birth (14). However, it remains mostly unknown how initiation of *Hand2* transcription is regulated by epigenetic modifications in uterine stromal cells exposed to P_4_ during embryo implantation.

Enhancers are cis-acting DNA regulatory elements that increase transcriptional output of target genes when brought into proximity of gene promoters through physical interactions by looping of intervening DNA (15, 16). Multiple transcription factors bind enhancers and form integrative hubs to recruit cofactors that bind short, DNA-specific sequences. Enhancers play essential roles in directing cell-, lineage-, and stage-specific gene expression in response to external stimuli (17, 18). Chromatin remodeling for transcription factor binding is a prerequisite for enhancer activity, and chromatin accessibility has been used to identify enhancer sites (19–21). In other tissues, it has been reported that *Hand2* expression is tightly control by upstream enhancers with canonical epigenomic profiles, including H3K4me1 and H3K27ac modifications (10, 11, 22, 23). Thus, we set out to identify enhancers in uterine stromal cells during the “implantation window” that play a molecular role in regulating fertility.

## Results

### Pbrm1 deficiency in the uterus prevents embryo implantation.

To investigate the physiological role of PBRM1 during early pregnancy, we examined its temporal and spatial expression in peri-implantation uteri. Immunohistochemistry documented ubiquitous PBRM1 expression in uterine stroma, glandular epithelium (Ge), and luminal epithelium (Le) during day 1 (D1), D4, and D5 of pregnancy (Figure 1A). The P_4_ receptor (PR) is expressed ubiquitously in the female reproductive tract (24). To investigate the uterine function of PBRM1 during peri-implantation, conditional deletion of *Pbrm1* (*Pbrm1^fl/fl^/PR^IRES-cre/+^*) in the uterus was obtained by crossing *Pbrm1^loxP/loxP^* (*Pbrm1^fl/fl^*) mice with *PR-IRES-cre* (*PR^IRES-cre/+^*) to establish *Pbrm1^cKO^* gene-edited mice. PBRM1 was effectively deleted in *PR*-expressing uterine cells, and the knockout efficacy in the uterus was confirmed by quantitative real-time PCR (RT-qPCR), immunoblot, and immunohistochemistry (Figure 1, B–D).

To determine the importance of PBRM1 in embryo implantation, *Pbrm1^cKO^* mice and their littermate controls (*Pbrm1^fl/fl^*) were mated with fertile WT males. Both *Pbrm1^fl/fl^* and *Pbrm1^cKO^* female mice ovulated a normal complement of eggs (Figure 1E), but the litter size was dramatically reduced to zero in *Pbrm1^cKO^* female mice (Figure 1F). Conditional disruption of *Pbrm1* in the oviduct prevents embryo transport through the female reproductive tract after natural mating (25). Therefore, to determine whether PBRM1 is also required for uterine embryo implantation, WT blastocysts were transferred into WT, *Pbrm1^fl/fl^*, and *Pbrm1^cKO^* pseudopregnant female mice on D4 of pregnancy and analyzed on D5 and D6. Morphologically normal blastocysts were flushed from *Pbrm1^cKO^* uteri at D5 and D6. However, intravenous injection of Chicago Sky Blue dye into *Pbrm1^cKO^* mice did not detect implantation sites marked by the discrete blue dye bands observed in WT and *Pbrm1^fl/fl^* uteri (Figure 1G and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI174194DS1). Shortly after embryo implantation, uterine stromal cells that surround the blastocyst undergo decidualization that is essential for normal pregnancy (3). Employing an oil-induced decidualization assay (26), the *Pbrm1* mutant uteri showed a remarkably reduced decidual response (Supplemental Figure 1, A and B). Therefore, we conclude that *Pbrm1* is required for normal embryo implantation and uterine decidualization.

### Deletion of Pbrm1 derails normal uterine receptivity.

The uterus is only receptive to blastocyst implantation on D4 (3, 27, 28). Embryo implantation outside of this brief window leads to abnormal pregnancies (3, 24, 28). To understand the underlying pathophysiology of implantation failure in *Pbrm1*-knockout mice, markers of uterine receptivity were analyzed. The failure of the Le to switch from a high to a less apicobasal polar state could cause implantation failure in *Pbrm1^cKO^* mice uterus. We determined cell proliferation and differentiation as defined by KI-67 and proliferating cell nuclear antigen (PCNA) immunostaining, respectively. As illustrated in Figure 2A, the uterine epithelium of *Pbrm1^cKO^* displayed abnormal proliferation accompanied by decreased stromal proliferation on D4. Moreover, the large number of microvilli and cilia in the Le (a signature of polarized cells), as assessed by EZRIN and acetylated α-tubulin, markedly diminishes with implantation (24, 29–31). As shown in Figure 2B, microvilli on the Le surface persisted in D4 mutant uteri, as documented by immunostaining for acetylated α-tubulin and EZRIN. Together these observations suggest impaired uterine epithelial membrane transformation from prereceptive to receptive, independently of the presence of embryos.

Additionally, priming the uterus with P_4_ is obligatory for E_2_ to trigger the uterus to enter a receptive stage in both mice and humans (an evolutionary innovation of eutherian mammals) (1, 14). Attenuation of E_2_-mediated proliferation of uterine epithelia by P_4_ is a prerequisite for successful implantation (13, 32). The expression of uterine receptivity markers responsive to E_2_ include lactotransferrin (*Ltf*), mucin1 (*Muc1*), and leukemia inhibitory factor (*Lif*). Those responsive to P_4_ include amphiregulin (*Areg*), Indian hedgehog (*Ihh*), homeobox A10 (*Hoxa10*), and *Hand2*. Both sets of marker genes were dysregulated in *Pbrm1^cKO^* uteri (Figure 2, C–F). While Lif was normally expressed in the receptive uterine Ge of *Pbrm1^fl/fl^* mice on D4, its expression was completely abolished in the absence of *Pbrm1* (Figure 2, D and F). In contrast, Muc1 and Ltf were abnormally hyperactive in both luminal and glandular epithelial layers of *Pbrm1^cKO^* females on D4 (Figure 2, C and F). Hand2, which is normally expressed in the uterine stroma on D4 and required for stromal-epithelial crosstalk in establishing uterine receptivity, was also abolished in *Pbrm1^cKO^* females (Figure 2, E and F). These abnormal protein expression patterns extended to their cognate mRNAs (Figure 2F). Together, these findings indicate impaired P_4_ gene regulatory activity and loss of the antagonistic influence of P_4_ signaling on E_2_-stimulated epithelial proliferation in *Pbrm1^cKO^* uteri at peri-implantation.

The primary source of serum P_4_ and E_2_ is the ovary. Therefore, we considered the possibility that implantation failure in *Pbrm1^cKO^* females may be due to hormone imbalance, since *PR*^IRES-cre^ expression is present in the corpus luteum of the ovary (Supplemental Figure 1C). However, depletion of luteal *Pbrm1* exerted no apparent influence on expression of P_4_ biosynthesis as reflected by cytochrome P450 cholesterol side-chain cleavage enzyme (P450scc) or 3β-hydroxysteroid dehydrogenase (3β-HSDII) levels (Supplemental Figure 1, C and D). Furthermore, serum levels of E_2_ and P_4_ as well as uterine expression profiles of E_2_ receptor α (*Er*α) and *PR* were comparable in both *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mice (Supplemental Figure 1, E–H). The *PR* promoter–induced cre recombinase is expressed early in the neonate (33). We analyzed the uterine morphology of epithelia, stroma, and myometrium using antibodies to cytokeratin 7 (CK7), FOXA2, and α-SMA as well as apoptosis using CASPASE-3 and γ-H2A. No differences were observed between WT and mutant mice, suggesting that uteri develop normally (Supplemental Figure 1, I and J). Collectively, these observations suggest that impaired P_4_ gene-regulatory defects were not due to shifts in gonadal hormone levels and uterine development.

*Pbrm1* is expressed in both uterine epithelial and stromal cells, and so we sought to ascertain respective contributions to uterine receptivity and implantation. Taking advantage of *Pax8-cre* (*Pax8^cre/+^*) mice, we obtained conditional deletion of *Pbrm1* (*Pbrm1^fl/fl^/Pax8^cre/+^*) specific to uterine epithelium (34). High-knockout efficacy was confirmed by immunohistochemistry (Figure 3A). *Pbrm1^fl/fl^/Pax8^cre/+^* females had normal ovulations and litter sizes as well as typical embryo implantation at D5 and D6 (Figure 3, B–E). Moreover, uterus receptivity, as determined by previously established and related gene markers, did not differ between *Pbrm1^fl/fl^* and *Pbrm1^fl/fl^/Pax8^cre/+^* mice (Figure 3, F and G, and Supplemental Figure 2, A and B). Together, these findings suggest that uterine stromal but not epithelial-expressed *Pbrm1* is essential for normal uterine receptivity.

### PBRM1 activates Hand2 in a SWI/SNF complex–dependent manner.

To investigate underlying mechanisms by which *Pbrm1* deficiency decreased uterine receptivity, mouse primary uterine stromal cells (mUSCs) were isolated from *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mice on D4. After differential plating, the purity of stromal cells was verified by vimentin and cytokeratin immunostaining (Supplemental Figure 3, A–C). RNA-Seq analysis identified 692 up- and 559 downregulated genes in *Pbrm1^fl/fl^* compared with *Pbrm1^cKO^* mUSCs (Figure 4, A and B). Downregulated transcripts were enriched (Gene Ontology [GO] analysis) in cell proliferation consistent with aberrant patterns observed in *Pbrm1* mutant uteri. GO analysis also documented decreased chromatin accessibility, consistent with known functions of Pbrm1, a subunit of the SWI/SNF complex (Figure 4C). Some transcripts (e.g., *Ptgs2*, *Bmpr1a*, *Wnt4*) known to be involved in uterine receptivity and embryo implantation, including stromal P_4_-associated genes (e.g., *Hsd11b1*, *Hoxa10*, *Hand2*, *Fkbp52*), were downregulated in *Pbrm1^cKO^* mUSCs (Figure 4D). Together, these data indicated PBRM1 loss has a strong negative impact on normal physiological changes in uterine stromal cells required for embryo implantation.

Assembled SWI/SNF complexes hydrolyze ATP to remodel chromatin. The complex can target distal enhancers to activate proximal promoters of target genes (35, 36). We performed ATAC-Seq to identify potential changes in chromatin accessibility in mUSCs. Although *Pbrm1* deficiency did not disrupt global chromatin accessibility proximal to transcription start sites (TSS) (Supplemental Figure 4, A–D), it did modulate chromatin access for a limited number of cell-specific genes in uterine stromal cells. The predominant genomic distribution of differential ATAC-Seq peaks was positioned at promoter (18.9%) and introns/intergenic (40.24%/31.46%) regions that are the sites of potential enhancers (Supplemental Figure 4, C and D). Pathway analysis (Kyoto Encyclopedia of Genes and Genomes [KEGG]) documented that differential ATAC-Seq downregulated peaks that overlapped with RNA-Seq downregulated genes were enriched with the signaling pathways for MAPK, RAP1, HIPPO, and WNT as well as the cell cycle. These pathways play critical roles in uterine stromal cell proliferation and establishment of embryo receptivity (Supplemental Figure 4E).

We sought to determine whether the presence of PBRM1 in the SWI/SNF complex correlated with specific gene expression in uterine stromal cells and was dependent on BRG1 to remodel chromatin. Therefore, we immunoprecipitated SWI/SNF complexes followed by sequencing (chromatin immunocleavage sequencing [ChIC-Seq]) using antibodies against PBRM1 and BRG1 in WT uterine stromal cells on D4. 

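In chromatin immunocleavage sequencing, an antibody carries a protein A/G–micrococcal nuclease fusion to the chromatin that its antigen occupies in fixed cells, the nuclease cuts the DNA around it, and the released fragments are sequenced. PBRM1 (the BAF180 subunit of the SWI/SNF complex) and BRG1 (the ATPase of the complex, encoded by *Smarca4*) were each assayed in 3 replicates of primary uterine stromal cells from WT mice on D4. The sample labels give 50000 cells and 5 minutes of fixation per library, whereas the methods give 100000 to 500000 cells and 5 to 10 minutes. The 2 IgG libraries were not analysed here. The authors aligned the read pairs to mm10, removed duplicates and pairs with a low mapping quality, and called peaks with MACS 2.2.7.1, once per replicate and once on the pooled fragments of the 3 replicates of each antibody. The peak lists name no control file, so each peak was called against the local background of its own library, over regions of up to 10000 bp, at a q-value of 0.05. Each list gives the position, summit, pileup, fold enrichment and q-value of a peak, and the fold enrichments printed here are the authors' values.

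The PBRM1 peaks rested on 8868777, 12770092 and 16505239 fragments in replicates 1, 2 and 3, and the BRG1 peaks on 14595089, 11506964 and 11740786 fragments. MACS reported a fragment length of 181 ± 5.86 bp (SD, n = 3) for PBRM1 and 152 ± 2.52 bp (SD, n = 3) for BRG1. PBRM1 had 22976, 26363 and 21912 peaks in its 3 replicates, a mean of 23750 ± 2324 (SD, n = 3), and BRG1 had 40610, 36656 and 37596 peaks, a mean of 38287 ± 2066 (SD, n = 3). Every BRG1 replicate had more peaks than every PBRM1 replicate, and the difference in means, PBRM1 minus BRG1, was −14537 peaks (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The pooled fragments gave 55119 PBRM1 peaks and 82669 BRG1 peaks. Between 60.0% and 74.7% of the peaks of one PBRM1 replicate overlapped a peak of another by at least 1 bp, and between 63.1% and 70.7% did so among the BRG1 replicates. At the 13093 pooled PBRM1 peaks that overlapped a peak in all 6 replicate lists, the fold enrichments of the PBRM1 replicates were related to each other with a Spearman's rho of 0.695 to 0.762 across peaks, and those of the BRG1 replicates with 0.849 to 0.854. Peaks are not independent replicates, so these coefficients describe the lists only. Peaks were then classified by the GENCODE annotation of mm10, intersected, assigned to genes and searched for sequence motifs.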

As indicated in Supplemental Figure 4, F and G, PBRM1 and BRG1 were predominantly positioned at gene promoters and distal intergenic regions (PBRM1 peaks: 38.21%/26.23%, at promoters/intergenic; BRG1 peaks: 30.64%/28.63%, at promoters/intergenic, respectively). 

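A peak was called a promoter peak when it lay within 2000 bp of a transcription start site (TSS). Peaks outside promoters, UTRs, exons and introns were counted as intergenic, including those up to 300 bp downstream of a gene. Of the 55119 pooled PBRM1 peaks, 23730 (43.1%, 95% Wilson interval 42.6% to 43.5%) were at promoters and 13763 (25.0%, 24.6% to 25.3%) were intergenic. Of the 82669 pooled BRG1 peaks, 29494 (35.7%, 35.4% to 36.0%) were at promoters and 22607 (27.3%, 27.0% to 27.7%) were intergenic. These intervals cover counting error only. In the separate replicate lists the promoter share was higher, at 65.4% ± 3.35 (SD, n = 3) for PBRM1 and 52.8% ± 1.32 (SD, n = 3) for BRG1, and the intergenic share was lower, at 16.3% ± 1.62 and 21.5% ± 0.319 (SD, n = 3 each). The replicate means of the promoter share differed by 12.6 percentage points, with every PBRM1 replicate above every BRG1 replicate (two-sided exact permutation test, p = 0.1, the smallest possible). Among the 10000 strongest peaks of each replicate list by q-value, the share was 87.4% ± 2.84 for PBRM1 and 88.7% ± 0.409 for BRG1 (SD, n = 3 each), and the replicates of the antibodies overlapped (exact permutation test, p = 0.7). The setting that moved the pooled shares most was the restriction to peaks found in all 3 replicates of the same antibody, under which 82.7% of PBRM1 peaks and 70.0% of BRG1 peaks were at promoters.

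**Figure D1:**
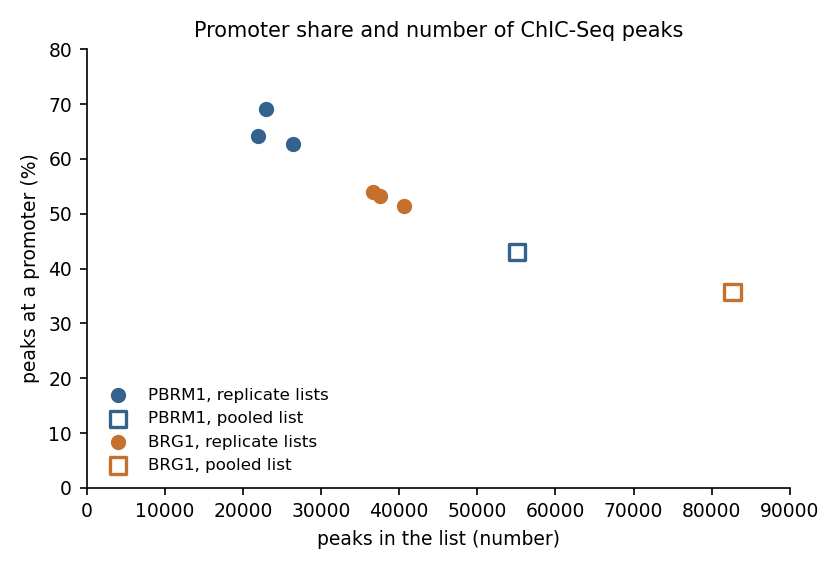
Share of peaks at promoters (vertical axis, %) against the number of peaks in the list (horizontal axis) for the 3 replicate lists (filled circles) and the pooled list (open square) of PBRM1 (blue) and BRG1 (orange). The replicate shares lie between 62.8% and 69.2% for PBRM1 and between 51.3% and 53.9% for BRG1, and each pooled list lies below its replicates.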

To identify potential direct targets responsible for uterine receptivity defects (Figure 4E), we intersected (a) RNA-Seq downregulated genes; (b) ATAC-Seq differential peaks; (c) ChIC-Seq with antibodies to PBRM1; and (d) ChIC-Seq with antibodies to BRG1. More than 90% of PBRM1 peaks overlapped BRG1-binding sites, and we concentrated on the 168 intersecting genes in the 4 data sets. 

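Of the pooled PBRM1 peaks, 43337 (78.6%, 95% Wilson interval 78.3% to 79.0%) overlapped a pooled BRG1 peak by at least 1 bp. When the BRG1 peaks were shifted along each chromosome by a random distance, 3.01% of PBRM1 peaks overlapped on average and 3.45% at most, so the observed share was 26.1 times the shifted mean (one-sided permutation test, p = 0.001, the smallest that 1000 shifts can give). In the opposite direction, 43340 BRG1 peaks (52.4%, 52.1% to 52.8%) overlapped a PBRM1 peak, against 2.03% after shifting (one-sided permutation test, p = 0.001). Among the alternatives, the PBRM1 share ranged from 62.0%, when 50% of both peaks had to overlap, to 97.4%, when a BRG1 replicate was left out and peaks had to be found in each remaining replicate.

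Each peak was assigned to the gene with the nearest TSS. Of the 559 downregulated genes that the paper lists, 558 were found in the annotation. Of these, 491 had a PBRM1 peak, 504 had a BRG1 peak and 486 had both. The 486 are 86.9% (95% Wilson interval 83.9% to 89.5%) of the 559 listed genes. With a peak within 2000 bp of a TSS, 478 downregulated genes had both, as did 67.7% of the 21938 protein-coding genes. No test against other genes was run. The paper's list of the 168 genes names 167 distinct genes. The paper selected them for binding of both proteins, among other criteria, so a high share was fixed beforehand. By the nearest TSS rule, 164 (98.2%) had a peak of both antibodies. The other 3 were *Fgf10* and *Grm7*, with a BRG1 peak only, and *Dio2*, with a PBRM1 peak only, and they were singled out after their values were seen. With the peaks found in all 3 replicates of each antibody, 309 downregulated genes and 99 of the 167 genes had both. The ATAC-Seq part of the intersection was not analysed here.

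Among genes with a role in P4 signaling or implantation, *Hsd11b1* (chromosome 1, 193221634 to 193264075) had a PBRM1 promoter peak in 2 of 3 replicates and a BRG1 promoter peak in all 3, with pooled fold enrichments of 5.92 and 8.92. *Hoxa10*, *Fkbp4* (which encodes FKBP52), *Ptgs2* and *Bmpr1a* had promoter peaks in all 3 replicates of both antibodies, with pooled PBRM1 fold enrichments from 3.61 at *Hoxa10* to 8.22 at *Ptgs2*. *Wnt4* had a promoter peak in 1 replicate of each antibody. The paper names *Hoxa10*, *Fkbp4*, *Ptgs2*, *Bmpr1a* and *Wnt4* as downregulated. They are, however, neither in its list of downregulated genes nor in its list of target genes. The genes of the antigens, *Pbrm1* and *Smarca4*, had promoter peaks in all 6 replicates.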

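Without the ATAC-Seq peaks, 375 pooled PBRM1 peaks both overlapped a BRG1 peak and were assigned to 1 of the 167 candidate direct target genes of Supplemental Table 8. Of these, 230 (61.3%, 95% Wilson interval 56.3% to 66.1%) lay at a promoter, 92 (24.5%, 20.5% to 29.1%) in an intron and 38 (10.1%, 7.47% to 13.6%) in distal intergenic sequence. With 1 peak just downstream of a gene, intronic and intergenic peaks together made up 34.9% (30.3% to 39.9%). The promoter share among all shared peaks of the genome was 49.4%, below the interval at the target genes. A shared promoter peak was present at 159 of the 167 genes. The paper selected these genes for binding of both proteins, so this count and the comparison with the genome are no independent test. The share at promoters rose to 71.2% among peaks with a −log10 q of at least 5, and to 93.6% among peaks found in all 3 replicates of each antibody.

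The 3 target genes with the highest pooled PBRM1 fold enrichment at a promoter peak found in all 6 replicates were *Pdia4*, *Zfp994* and *Ddx11*. At *Pdia4* the pooled peak (chromosome 6 of mm10, 47813073 to 47813774) had a fold enrichment of 16.6, and the replicates had 15.2 ± 2.93 for PBRM1 and 15.9 ± 1.31 for BRG1 (SD, n = 3 each). At *Zfp994* (chromosome 17, 22225427 to 22225920) the PBRM1 replicates varied more, with 9.60 ± 4.16 (SD, n = 3). At *Ddx11* (chromosome 17, 66123432 to 66123890) they had 11.5 ± 2.75 (SD, n = 3). Fold enrichments of the 2 antibodies are each relative to their own library's background and were not tested against each other.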

The genomic distribution of PBRM1/BRG1-binding sites and differential ATAC-Seq peaks revealed a high degree of cooccupancy at gene promoter (70.78%) and introns/intergenic regions (24.02%), which are the sites of potential enhancers (Figure 4F).

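*Hand2* lies on the plus strand of chromosome 8 of mm10 from 57320983 to 57324633 and has 2 exons in the GENCODE annotation. *Hand2os1* lies on the opposite strand from 57281117 to 57324233, so that it spans the promoter of *Hand2* and the sequence upstream of it. A PBRM1 peak (57320844 to 57321180) and a BRG1 peak (57320844 to 57321176) of the pooled lists covered the TSS of *Hand2*. All 3 replicates of both antibodies had a peak there, with a fold enrichment of 3.93 ± 0.740 for PBRM1 and 8.74 ± 2.04 for BRG1 (SD, n = 3 each). The PBRM1 peak was among the weaker ones of each replicate list, between the 7.98th and the 33.7th percentile by q-value, and none of the 3 had a −log10 q of 5. The BRG1 peak ranked between the 73.0th and the 91.7th percentile. In the pooled lists, which hold more weak peaks, the PBRM1 promoter peak was at percentile 69.4 and the BRG1 promoter peak at percentile 94.3. Within *Hand2os1*, a PBRM1 peak of 703 bp (57312593 to 57313295) and a BRG1 peak of 727 bp (57312573 to 57313299) of the pooled lists overlapped. This site also had a peak in all 3 replicates of both antibodies, with a fold enrichment of 7.94 ± 0.304 for PBRM1 and 14.3 ± 0.694 for BRG1 (SD, n = 3 each). For both antibodies the *Hand2os1* peak had the higher fold enrichment in every replicate. The paper's RNA-Seq list gives a log2 fold change of −0.98 for *Hand2* in *Pbrm1*-deficient cells.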

*Hand2* was identified as a directly regulated gene because of decreased abundance (RNA-Seq) and decreased chromatin accessibility (ATAC-Seq) as well as direct binding by PBRM1/BRG1 (ChIC-Seq) in the promoter region and the adjacent *Hand2os* (opposite strand to *Hand2* locus) site (Figure 4, F and G). Previous studies have demonstrated that *Hand2*, a stromal-specific transcription factor, is an essential regulator of uterine stromal-epithelial crosstalk that establishes uterine receptivity with an identical knockout phenotype to *Pbrm1^cKO^* (13, 14). These observations highlight HAND2 as an appropriate candidate for further investigation in the role of PBRM1 in embryo implantation.

Within 10 kbp upstream of the *Hand2* gene (*Hand2os*) is a region rich in enhancers reported to tightly regulate *Hand2* transcription. Figure 4, G and H, shows the branchial arch–specific enhancer and the cardiac-specific enhancer, both of which are essential for heart development and function (10, 11). ATAC-Seq displayed comparable chromatin accessibility differences in the *Pbrm1* mutation stromal cell at these 2 identified heart *Hand2* enhancer sites. In contrast, chromatin accessibility of this potential enhancer site was reduced in the PBRM1-deficient uterine stromal cells on D4. Interestingly, ChIC-Seq demonstrated substantial binding at what we believe is a newly identified site by PBRM1 and BRG1, but not at the already-reported branchial arch and cardiac-specific enhancer sites (Figure 4, G and H). In addition, the Müllerian duct is the primordial anlage of the female reproductive tract, which differentiates to form the oviduct and uterus (37). 

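The newly identified site, here called site 1 after its ChIP-qPCR primers, ranked 486 of the 55119 pooled PBRM1 peaks by q-value and 17 of the 82669 pooled BRG1 peaks. In the single replicates it ranked at or above the 94.8th percentile for PBRM1 and at about the 99.96th percentile for BRG1 in all 3. The branchial arch enhancer (site 2) and the cardiac enhancer (site 3) were overlapped by a peak in 0 of the 6 replicate lists and in neither pooled list, whether the boxes of Figure 4G or the ChIP-qPCR amplicons were used. A peak list gives no signal value where no peak was called, so signal below the calling threshold at these 2 enhancers cannot be read from it. Leaving out each replicate in turn moved the mean fold enrichment of site 1 between 7.80 and 8.10 for PBRM1 and between 14.0 and 14.7 for BRG1. From this binding and the reduced accessibility of the site in PBRM1-deficient stromal cells, set against the known enhancers and oviduct cells, the paper proposes that the region is an enhancer of uterine stromal cells regulated by PBRM1/BRG1.

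**Figure D2:**
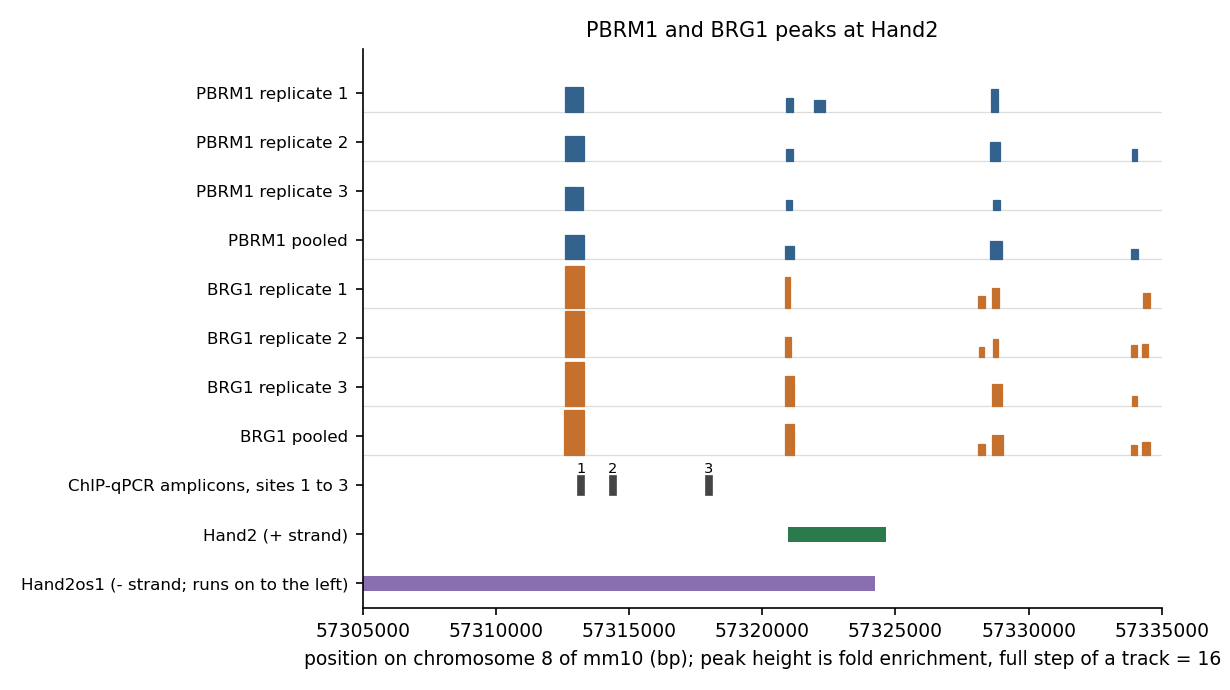
Peaks of the 3 replicates and the pooled list of PBRM1 (blue) and BRG1 (orange) along chromosome 8 of mm10 (horizontal axis, bp), with the height of each peak drawn to its fold enrichment. Black bars mark the ChIP-qPCR amplicons of sites 1 to 3, and the bars below show *Hand2* and the part of *Hand2os1* in view. All 8 lists have a peak at site 1 and at the *Hand2* TSS, and no list has one at site 2 or 3.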

Despite the oviduct smooth muscle and uterine stromal cell origin in Müllerian mesenchyme cells, this *Hand2* enhancer region has comparable levels of chromatin accessibility as well as RNA transcriptional activation in conditional null *Pbrm1* and WT primary oviduct smooth muscle cell (Supplemental Figure 5). This suggests that this region is a uterine stromal cell–specific PBRM1/BRG1-regulated enhancer.

To investigate the effect of the SWI/SNF complex on *Hand2* enhancer function, we identified potential binding motifs from PBRM1 and BRG1 ChIC-Seq peaks. 

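The 4 sequences that the paper names from this search were counted as exact strings, on either strand, in the 501 bp around each pooled summit and in 501 bp of flank centered 2000 bp downstream, which was not screened for other peaks. The authors ran MEME-ChIP, a program for motif discovery, which was not repeated. Of 55054 PBRM1 window pairs, 2.08% of peak windows and 1.51% of flanks held CCAGGGCCT (motif 1; exact McNemar test with Benjamini-Hochberg adjustment over 8 tests, adjusted p = 1.1e-12). TCCCAG (motif 2) was in 51.6% of peak windows and 48.8% of flanks (exact McNemar test, adjusted p = 7.5e-20). GACCACT (motif 3) was in 4.88% and 4.95% (exact McNemar test, adjusted p = 0.66), so no difference was detected. TCGGTG (motif 4) was in 12.2% and 6.01% (exact McNemar test, adjusted p = 1.5e-285). By the same exact test in 82568 BRG1 window pairs, motif 1 was in 2.15% of peak windows and 1.49% of flanks (adjusted p = 1.8e-23), motif 2 in 50.9% and 48.6% (adjusted p = 4.9e-21), motif 3 in 5.03% and 4.98% (adjusted p = 0.66) and motif 4 in 10.9% and 5.91% (adjusted p = 1.2e-300). Windows of one list are not replicates, so each test compares these windows only. PBRM1 peak windows were 54.6% G or C and their flanks 45.9%. Against random windows of matched G and C content, the difference for motif 1 went to −0.0763 percentage points in PBRM1 peaks, and that for motif 4 was 4.78 percentage points. Against the peak sequences shuffled with their dinucleotides kept, the difference for motif 4 was 0.398 percentage points.

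**Figure D3:**
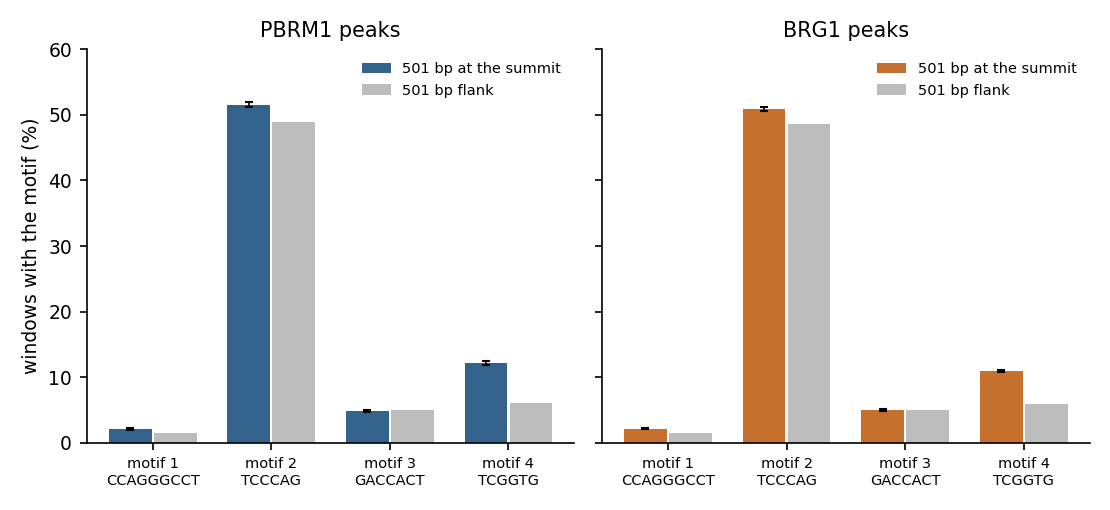
Share of 501 bp windows (vertical axis, %) that hold each of the 4 motifs, at the summits of the pooled PBRM1 (blue, left) and BRG1 (orange, right) peaks and in the paired flanks (gray). Error bars are 95% Wilson intervals of the peak windows, and motif 4 has the widest gap between summits and flanks, 12.2% against 6.01% for PBRM1.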

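At the *Hand2os1* peak, the 4 sequences that the paper numbers as motifs 1 to 4 lie together in 27 bp, TCCCAGGGCCTGGACCACTGGTCGGTG, on the plus strand of chromosome 8 of mm10 from 57313111 to 57313137. With 20 bp on either side, the reference reads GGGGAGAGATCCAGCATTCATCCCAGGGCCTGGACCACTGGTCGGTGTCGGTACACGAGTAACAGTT (57313091 to 57313157). Motif 2 occupies 57313111 to 57313116 and shares bases with motif 1 at 57313113 to 57313121. Motif 3 follows at 57313123 to 57313129 and motif 4 at 57313132 to 57313137. A second copy of motif 2 lies at 57312987 to 57312992 in the same peak. The cluster is intronic in the *Hand2os1* transcripts that span it. It lies 171 to 428 bp from the summits of the 8 lists, which fall between 57312683 and 57312940, and ends 158 bp before the end of the pooled PBRM1 peak. Across the genome, 7 of the PBRM1 windows of 501 bp around a summit held all 4 motifs, against 3 of their flanks.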

We observed that CCAGGGCCT (motif 1), TCCCAG (motif 2), GACCACT (motif 3), and TCGGTG (motif 4) were well conserved and present in the middle of the potential *Hand2* enhancer site (Figure 4I and Supplemental Figure 6, A and B). These 4 motifs were not present in the 2 known heart-specific enhancer regions (Supplemental Figure 6, C and D). 

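The sequence was searched on both strands. None of the 4 strings occurred in the 222 bp amplicon of site 2 or the 207 bp amplicon of site 3, nor within the boxes drawn for these enhancers in Figure 4G. The pooled PBRM1 peak at the *Hand2* promoter held motif 2 at 2 positions and none of the other 3.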

To investigate the role of the putative enhancer, we cloned the sequence with either WT or mutated motifs (Supplemental Figure 6, A and B) upstream of a firefly luciferase reporter to assay transcription driven by these constructs or the *Hand2* promoter alone. Our results indicated that the WT enhancer region activates reporter transcription in human uterine stromal cells, but the null mutations of the 4 motifs substantially decreased *Hand2os* enhancer function (Figure 4J).

*Brg1* encodes a core component of the SWI/SNF complex, which hydrolyzes ATP to remodel chromatin and is expressed in both epithelial and stromal cells at peri-implantation. To ascertain whether PBRM1 modulates the specific enhancer region in a SWI/SNF-dependent manner (Figure 5A), we generated mice with *Brg1* conditionally ablated in PR-positive cells (*Brg1^fl/fl^/PR^IRES-cre/+^*) (Figure 5, B–D). The *Brg1^fl/fl^/PR^IRES-cre/+^* conditional knockout female mice had normal ovulation but were infertile (Figure 5, E and F). No implantation sites were detected in the uterine horns on D5 to D6, and blastocysts were recovered from the conditional null mice because of failure to implant. Embryos in *Brg1^fl/fl^* mice had normal implantation (Figure 5, G and H). As illustrated in Figure 5, I and J, the uterine epithelium of *Brg1^fl/fl^/PR^IRES-cre/+^* mice displayed abnormal proliferation accompanied by substantially decreased expression of *Hand2* in response to P_4_ in stromal cells on D4. 

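Replicates of the same antibody were used to sort the pooled peaks. Of the pooled PBRM1 peaks, 13643 overlapped a peak in all 3 PBRM1 replicates, 6217 in 2, 12774 in 1 and 22485 in none. The share that overlapped a pooled BRG1 peak was 99.98% for those in 3 replicates, 97.8% in 2, 79.8% in 1 and 59.7% in none. Of the pooled BRG1 peaks, 21617 overlapped a peak in all 3 BRG1 replicates, and 97.2% of these overlapped a pooled PBRM1 peak, against 22.4% of the 30586 without a replicate peak. Between single replicate lists, 75.3% to 83.4% of PBRM1 peaks overlapped a BRG1 peak over the 9 pairs, whereas 43.7% to 54.5% of BRG1 peaks overlapped a PBRM1 peak. The fold enrichments of a PBRM1 and a BRG1 replicate at the peaks common to all 6 replicate lists had a Spearman's rho of 0.681 to 0.714 across peaks.

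**Figure D4:**
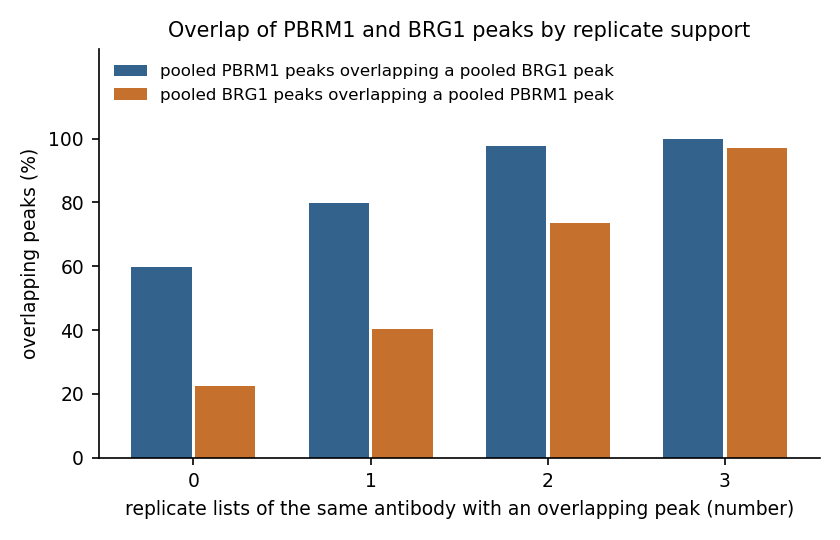
Share of pooled PBRM1 peaks that overlap a pooled BRG1 peak (blue) and of pooled BRG1 peaks that overlap a pooled PBRM1 peak (orange), in % on the vertical axis, by the number of replicate lists of the same antibody that hold an overlapping peak (horizontal axis). Both shares rise with the number of replicates, from 59.7% to 99.98% and from 22.4% to 97.2%.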

The ChIC-binding data indicate multiple cooccupancy of PBRM1 and BRG1 throughout the mouse genome. These observations combined with ChIC-Seq data provide evidence that PBRM1 ensures normal *Hand2* expression by promoter and enhancer chromatin assembly in a SWI/SNF complex–dependent manner.

### PBRM1/BRG1 essential for Hand2 enhancer histone modification/coactivator recruitment.

To further evaluate how compromised enhancer chromatin assembly affects *Hand2* transcription, we used ChIP-qPCR to analyze the newly identified putative site as well as known heart-specific enhancers. Active enhancers are defined by H3K27ac and H3K4Me1 histone marks (22, 23) and are often associated with recruitment of transcription factors GATA4 and P300 (18, 38). In WT uterine stromal cells, we observed both active enhancer marks and recruitment of cofactors, which is consistent with the site being an SWI/SNF-dependent active enhancer. In the absence of PBRM1, there was a substantial reduction of H3K27ac and H3K4me1 and poor recruitment of GATA4 and P300. There were no differences in H3K27me3 repressive marks at this enhancer locus (Figure 6A). We also observed histone modifications (H3K27ac, H3K4Me1) as well as occupancy of transcription factors (GATA4, P300) in the 2 heart-specific enhancers. However, PBRM1/BRG1 did not bind to these regions and there was no comparable reduction of histone marks or transcription factor recruitment in conditional knockout mice (Figure 6, B and C).

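The ChIP-qPCR amplicons were placed on mm10 by their primers. The branchial arch amplicon lies on chromosome 8 from 57314285 to 57314506, 6477 bp upstream of the *Hand2* TSS, and the nearest peak edge was 986 to 1004 bp away across the 8 PBRM1 and BRG1 lists. The cardiac amplicon lies from 57317889 to 57318095, 2888 bp upstream of the TSS, and the nearest peak edge was 2749 to 2796 bp away. The first 17 of the 21 bases of its forward primer match the reference there. The amplicon of the newly identified site (57313095 to 57313303, 209 bp) overlapped a peak in all 8 lists.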

ChIC-Seq detected cooccupancy of PBRM1 and BRG1 in the promoter and enhancer regions of *Hand2* (Figure 4, F and G), which suggested that physical interactions (looping) are essential for robust *Hand2* transcription. To investigate this possibility, we used directed chromosome conformation capture (3C) with TaqMan qPCR in WT and *Pbrm1^cKO^* uterine stromal cells. 

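At site 1 the pooled summits of PBRM1 and BRG1 were 43 bp apart and at the *Hand2* promoter 3 bp apart. The summits of the single PBRM1 replicates varied more, over 257 bp at site 1 and 151 bp at the promoter. Those of the BRG1 replicates varied over 15 bp and 2 bp. The whole pooled PBRM1 peak at site 1 and 98.8% of the one at the promoter lay inside the pooled BRG1 peak. From site 1 to the promoter, the pooled summits were 7981 bp apart for PBRM1 and 8021 bp for BRG1. From the presence of both proteins at both places, the paper proposes that the enhancer and the promoter of *Hand2* interact physically.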

Compared with *Pbrm1^fl/fl^* controls, *Pbrm1* deficiency substantially compromised the enhancer-promoter interactions at the *Hand2* site (Figure 6D). As documented by ChIP-qPCR, P_4_ treatment facilitated PBRM1 binding to this enhancer region and ensured *Hand2* transcription (Figure 6E). In *Pbrm1*-deficient females, exogenous P_4_ supplementation could not restore normal embryo implantation (Supplemental Figure 7 and Supplemental Table 2). To determine whether this uterine SWI/SNF complex functioned as a transcriptional enhancer in vivo, we established *Hand2* enhancer mutant mice with CRISPR/Cas9. After confirmation by DNA sequence, an enhancer deleted mouse line was obtained and designated D1017 (Supplemental Figure 6E) according to the size of the deletion. It is interesting to note the reduced expression levels of *Hand2* in the enhancer mutant mouse uterus, but not oviduct, although both arise from the same embryonic Müllerian duct (Figure 6, F and G).

Taken together, these results substantiate a model that, upon P_4_ priming, the SWI/SNF complex is recruited to an enhancer region of *Hand2* for epigenetic modifications of histones, recruitment of transcription factors, and promotion of enhancer-promoter interactions.

### Increased Fgfs/Fgfr-pErk1/2-pErα signaling in epithelium disrupts embryo implantation.

Stromal, but not epithelial, PBRM1 is critical for transcription of cell-specific *Hand2*. This implies that the uterine stroma must communicate with the Le to affect receptivity for blastocyst implantation. Earlier reports (39–41) suggest that FGFs exert paracrine and juxtacrine responses through cell-surface FGF receptors (FGFRs) and associated docking protein complex. The factors stimulate the receptors to induce phosphorylation of specific tyrosine residues in a critical docking protein, FGFR substrate 2 (FRS2). This induces the coordinated assembly of distinct multiprotein complexes, resulting in activation of extracellular ERK and MAPK signaling cascades (12, 40–42). P_4_-induced expression of *Hand2* in endometrial stroma suppresses multiple FGFs and antagonizes E_2_-induced epithelial gene expression as well as proliferation to promote uterine receptivity. Therefore, in the absence of *Hand2* expression, overactivation of FGFs/FGFRs disrupts stromal-epithelial crosstalk and prevents functional transformation of Le into a receptive state (13).

RNA-Seq differential analysis indicated that mRNA levels of *Fgf1*, *Fgf7*, *Fgf16*, *Fgf17*, *Fgf18*, and *Fgf21* were substantially more abundant in the *Pbrm1*-null uterine stromal cells on D4, which was confirmed by qPCR (Figure 7A). Although limited by the commercial availability of specific antibodies, we observed that FGF1, FGF17, and FGF18 were specifically produced in uterine stromal cells and were markedly upregulated upon loss of *Pbrm1* (Figure 7B). Interestingly, the receptor FGFR2 is also ectopically highly expressed in the epithelial cells of *Pbrm1* conditional null mice (Figure 7C). Activation of the FGF/FGFR signaling pathway in the uterus was further monitored by assessing tyrosine phosphorylation of FRS2 (p-FRS2). Only low expression of p-FRS2 was detected in WT uterine epithelium on D4. In contrast, an increased level was observed in the epithelium of *Pbrm1*-deficient uteri (Figure 7D). We then investigated ERK1/2 signaling downstream of FGFs/FGFRs/p-FRS2 and detected heightened activation of p-ERK1/2 in the epithelium of *Pbrm1* ablated uteri on D4 (Figure 7D). The ERK1/2-dependent phosphorylation of ERα (p-ERα) at position Ser118 in uterine epithelia was present and is required for full activity of the functional E_2_ receptor (ER) (13, 39). Hyperactive p-ERα (Figure 7D), E_2_ regulated gene expression (*Muc1*, *Ltf*), and aberrant cell proliferation in the *Pbrm1*-deficient uterine epithelium (Figure 2, A–D) are consistent with this formulation. Augmented *Fgfs/Fgfr*-*pErk1/2*-*pEr*α signaling in the Le of *Pbrm1*-null uteri facilitates expression of E_2_ response genes. This sustains lengthened microvilli and persistent cell proliferation. The resultant inability of epithelium to transition from high to low apicobasal polarity creates a barrier that further disrupts embryo implantation.

To determine whether the function of PBRM1 is conserved in human uterine stromal cells, we reanalyzed human uterine stromal single-cell RNA-Seq data from women who underwent elective termination of normal pregnancies (age, 25–35 years old; gestational age, 7–9 weeks) without a history of miscarriages (43). As shown in Supplemental Figure 8A, the stromal cells were divided into 2 clusters: one with high and the other with low expression of *HAND2*. Stromal cells with high *HAND2* exhibited high expression of PBRM1 and BRG1, which colocalized with HAND2 in the nuclei of human endometrial stromal cells (HESCs) by immunofluorescence (Supplemental Figure 8B). We constructed knockdown cell lines of *PBRM1* with Tet/on controlled lentivirus-ShRNA which effectively depleted its target in HESC (Supplemental Figure 8, C and D). After P_4_ priming, *PBRM1* deficiency compromised *HAND2* expression compared with controls (Supplemental Figure 8E). This evidence collectively substantiates the potential conservation in HESCs.

## Discussion

Successful implantation depends on a carefully orchestrated dialogue between embryo and hormonally primed maternal endometrium. The process of uterine receptivity is precisely coordinated by ovarian hormones (E_2_, P_4_) that tightly regulate proliferation and differentiation of uterine epithelium and underlying stromal cells. P_4_/PR-regulated genes mediate antiestrogenic signaling and play a critical role in uterine stromal-epithelial communication necessary for successful pregnancy (13). However, the complexity of P_4_/PR-triggered respond genes remain incompletely understood and dynamic changes in transcription factors occupancy, their effect on chromatin structure, and downstream effects on transcription remain to be determined.

Our study includes genetic, biochemical, and bioinformatic evidence of dramatic P_4_ resistance in the absence of uterine PBRM1. This is associated with attenuated stromal growth and heightened epithelial proliferation that we attribute to loss of antagonistic influence of P_4_/PR signaling on E_2_-stimulated epithelium. In turn, this disrupts normal uterine epithelial membrane transformation and creates a barrier so that blastocysts cannot implant. To determine the contribution of epithelial and stromal cell–expressed *Pbrm1* to embryo implantation, we established *Pax8^cre/+^* gene–edited mouse lines. Epithelial deficiency of *Pbrm1* does not compromise uterine P_4_/PR responsiveness, so presumed stromal cell–expressed *Pbrm1* is critical for proper epithelial-stromal crosstalk to establish uterine receptivity and implantation.

*Hand2*, a bHLH transcription factor involved in cardiac and limb morphogenesis (12, 44), is also expressed in the female reproductive tract exclusively in the uterine stroma (13). In searching for underlying molecular mechanisms, we discovered that uterine stromal cell–expressed PBRM1 binds specifically to the uterine *Hand2* enhancer upon P_4_ stimulation. This is dependent on SWI/SNF chromatin remodeling, which facilitates enhancer accessibility and enables interaction with the promoter. This is essential for optimal stromal cell *Hand2* expression, which instructs P_4_/PR signaling pathways and further antagonizes growth-promoting actions of E_2_. This occurs via stromal cell FGF paracrine signaling acting on the *Fgfs/Fgfr*-*pErk1/2*-*pEr*α pathway in epithelium, ensuring normal stromal-epithelial-embryo dialogue and implantation (Figure 8).

*Hand2* expression is tightly regulated by upstream and downstream enhancers and specific transcription factors in different tissues (10, 11, 45). Located within 10 kbp upstream of the *Hand2* gene is a long noncoding sequence (*Hand2os1*) that is rich in enhancers and tightly associated with *Hand2* transcription. This *Hand2os1* region could contain either negative or positive regulatory elements for expression as well as for subsequent organ development and function (11, 46, 47). Our investigations demonstrate that PBRM1/BRG1 bind selectively to the uterine enhancer/promoters of *Hand2,* but not 2 other known heart enhancers. This binding facilitates chromatin accessibility in a SWI/SNF complex–dependent manner. The putative enhancer was identified based on ATAC-Seq documenting open chromatin accessibility and H3K27ac/H3K4me1 active enhancer histone marks in primary uterine stromal cells. The function of this enhancer was validated by compromised *Hand2* expression after deletion of the genomic sequence–binding site using CRISPR/Cas9. Thus, we provide in vivo genetic evidence that the uterine proximal enhancer is directly bound by the SWI/SNF complex, which loops to the promoter to regulate *Hand2* expression. Motif analysis from PBRM1/BRG1 ChIC-Seq identified 4 potential binding sites near each other and present in the middle of this not-heretofore-described enhancer. In vitro mutations of these binding motifs documented that they are functional for enhancer-promoter activation. Proper chromatin remodeling makes this enhancer more accessible to additional lineage-specific transcription factors (P300, GATA4). Subsequent active histone modification (H3K27ac, H3K4Me1) promotes interaction of enhancer with promoter for optimal *Hand2* transcription (Figure 8).

LncRNA *Hand2os1* transcripts are positioned −123 bp upstream of the TSS of *Hand2* and named upperhand (Uph). They share a promoter and contain 2 conserved *Hand2-*associated heart-specific enhancers within their second intron (9, 11) and 1 uterine specific enhancer within their third intron. 

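In the RefSeq annotation of mm10, the 2 *Hand2os1* transcripts start at position 57320859 of chromosome 8, on the minus strand, 124 bp from the *Hand2* TSS, and run to 57304261. GENCODE lists 37 transcripts of the gene. The pooled PBRM1 and BRG1 peaks at the *Hand2* promoter in WT stromal cells on D4 cover both start sites.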

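Introns were counted from the 5′ end of each *Hand2os1* transcript of RefSeq. In the transcript with 5 exons, the pooled PBRM1 peak at the uterine site and the amplicons of both heart enhancers lie in intron 2. In the transcript with 6 exons, the uterine site and the branchial arch amplicon lie in intron 3 and the cardiac amplicon in intron 2. Among the GENCODE transcripts, the uterine site is intronic in all 25 that span it, and the cardiac amplicon overlaps an exon in 2 of 25. One of the GENCODE transcripts with a retained intron starts at 57311647, 946 bp from the pooled PBRM1 peak, so that the peak counts as a promoter peak in the full GENCODE annotation and as an intronic peak in its basic set and in RefSeq.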

Premature transcriptional termination of *Uph* was strongly associated with decreased expression of *Hand2* in heart development, leading to embryonic lethality. This suggests that divergent, noncoding transcription can establish a permissive chromatin environment for specific enhancer activation (11). *Uph* directly interacts with the *Ino80* complex, which is critical for chromatin remodeling. It initiates *Nkx1-2* expression by recruitment of the *Ino80* complex onto its promoter for liver regeneration (48). *Uph* as a P_4_/PR-responsive gene was specifically expressed in stromal cells and strongly associated with decidualization during embryo implantation (49).

*Uph* expression was substantially compromised in *Pbrm1*-deficient uterine stromal cells (our unpublished data). Taken together, these observations could partially explain the increased binding of PBRM1 to the enhancer site in response to P_4_ (Figure 6E). In this scenario, *Uph* expression is elevated after P_4_ stimulation and acts as an adapter to recruit the SWI/SNF complex to enhance *Hand2* transcription. This would lead to epigenetic modification that would facilitate precise temporal and spatial control of *Hand2* expression by P_4_ priming the uterus during embryo implantation. Moreover, after P_4_ priming, posttranscriptional modifications of PBRM1, such as ubiquitination, phosphorylation, and methylation, may be necessary for the recruitment of the SWI/SNF complex to the *Hand2* enhancer and promoter. Genetic ablation of this *Hand2* enhancer deprecates but does not completely inhibit transcription in mUSCs. This is consistent with the observation that *Hand2* expression was not completely abolished in *Pbrm1^cKO^* stromal cells and suggests regulation of *Hand2* expression within the uterus is complicated and nuanced. In addition, since *IHH* signaling also regulates *Hand2* (50), compromised epithelial *Ihh* levels in mutant uteri may also contribute to reduced *Hand2* expression.

Clinically, P_4_ is a key hormone that opposesE_2_-driven growth and differentiation in the endometrium. The suppression of proliferation by P_4_ can disrupt implantation and lead to recurrent miscarriages (24, 32, 51, 52) as well as E_2_-dependent endometrial cancer (53). Insufficient P_4_ resistance is also a hallmark of endometriosis, which is linked to chronic pelvic pain and infertility that affects more than 10% of women of reproductive age. Approximately 1% of cases of endometriosis progress to malignancy (54, 55). Natural and synthetic progestins have been used to treat recurrent idiopathic pregnancy loss, threatened abortion (56), endometriosis (57), and endometrial cancer (58, 59). However, this clinical use is associated with increased resistance to P_4_ and increased predisposition to E_2_-dependent response in endometrium-related diseases. ARID1A can participate as a subunit of the SWI/SNF chromatin-remodeling complex. Its reduction in women with endometriosis is associated with defective implantation and decidualization. These results are attributed to the increased endometrial epithelial proliferation with enhanced E_2_ signaling and attenuation of epithelial PGR (60). Therefore, it is possible that aberrant expression of the SWI/SNF complex could be a potential cause for embryo-implantation failure, unexplained spontaneous miscarriage, and/or endometrial lesions even after P_4_ treatment. Collectively, our investigations of PBRM1 offer a conceptual framework for understanding abnormal endometrial homeostasis and unraveling the nature of these signals, with implications for diagnosis and hormone therapy of nonreceptive endometrium in endometriosis-related infertility.

## Methods

### Mouse strains.

*B6.129P2(Cg)-Pax8^tm1.1(cre)Mbu^/J* (61) and *B6.129S(Cg)-Pgr^tm1. 1(cre)Shah^/J* mice were obtained from the Jackson Laboratory. *Brg1^fl/fl^* mouse lines were provided by Trevor K. Archer (NIH, Durham, North Carolina, USA). A detailed description of these mouse lines was previously published (62, 63). *Pax8^cre/+^* (63) mice were used to establish tissue-specific conditional knockouts of *Pbrm1* in uterine epithelial cell layers. The morning after mating was designated E0.5 or D1 of pregnancy (referring to the embryo or mother, respectively).

### Animal experiments.

*Pbrm1^fl/fl^* or *Pbrm1^cKO^* female mice (≥8 weeks old) were mated with fertile or vasectomized ICR WT male mice to induce pregnancy or pseudopregnancy (vaginal plug, D1 of pregnancy), respectively (24). The next day (D2), oviducts were flushed with KSOM medium (Millipore, catalog MR-101-D; Sigma-Aldrich, catalog MR-101) to recover 2-cell embryos. To visualize embryo implantation at D5 or D6, the number of implantation sites was determined by distinct blue bands after intravenous injection of 0.2 ml 1% Chicago Sky Blue 6B (Alfa Aesar) (28). To examine the effects of ovarian steroids on embryo implantation, mated *Pbrm1^cKO^* female mice with copulation plugs were injected subcutaneously daily (D3–D4) with oil (MilliporeSigma) or P_4_ (2 mg/mouse) (MilliporeSigma). Pregnant mice were sacrificed for analysis on D5, and implantation sites were determined (64). Mice from which no embryos were recovered were excluded from statistical analyses.

### Embryo collection, embryo transfer implantation, and artificial decidualization.

To explore the role of maternal PBRM1 in embryo implantation, we used reciprocal embryo transfer experiments between *Pbrm1^cKO^* and WT mice. After flushing WT ICR female uteri, blastocysts collected in the morning of D4 were transferred into WT or *Pbrm1^cKO^* recipient uteri in the morning of D4 pseudopregnancy. Embryo implantation was assayed on D5 or D6 by intravenous injection of 0.2 ml 1% Chicago Sky Blue 6B dye. Advanced KSOM Medium was used in embryo recovery, transfer, and culture ex vivo. Mice without implantation sites or blastocysts were excluded from statistical analyses (64). All mice were between 2 and 4 months of age. To induce artificial decidualization, 1 uterine horn of D4 pseudopregnant mice was infused with sesame oil (20–25 ml) (MilliporeSigma) and mice were euthanized on D8. The weight of infused and noninfused (control) uterine horns was recorded and served as an index of decidualization (26).

### Generation of Hand2-enhancer knockout mice by CRISPR/Cas9.

The guide RNA sequences (5′-CGCTGAGAGCCCTTTGCACA-3′ and 5′-AATAATTATTGAGCGCAGCT-3′) were designed to target DNA sequences upstream of the *Hand2* start codon. 

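Both guide sequences match mm10 once, on the plus strand of chromosome 8. CGCTGAGAGCCCTTTGCACA lies from 57312487 to 57312506, followed by GGG, and AATAATTATTGAGCGCAGCT from 57313510 to 57313529, followed by TGG. These trailing bases are the protospacer-adjacent motif that Cas9 needs. Cuts 3 bases before it would remove 57312504 to 57313526, an interval of 1023 bp that ends 7457 bp before the *Hand2* TSS. This predicted interval holds the whole of the pooled PBRM1 and BRG1 peaks at site 1 in WT stromal cells. It leaves 69 to 89 bp to spare on the left and 227 to 231 bp on the right. All 5 copies of motifs 1 to 4 found in those peaks lie in it. The paper names its mouse line after the size of the deletion, which is slightly shorter. The ends of that deletion were not placed here.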

The 2 crRNA solutions were mixed with equal volumes of 200 mM tracrRNA (Integrated DNA Technologies) separately, annealed into crRNA-tracrRNA duplexes (95°C, 5 minutes), and cooled to room temperature; 2 ml of each crRNA-tracrRNA duplex solution was mixed with 1.1 ml *Streptococcus pyrogenes* (S.p.) HiFi Cas9 nuclease (Integrated DNA Technologies) and 48 ml of advanced KSOM Medium to assemble the ribonucleoprotein complex (65). Hormonally stimulated C57LB/6 female mice were mated to C57LB/6 males, and zygotes were collected from oviducts at E0.5 and washed and transferred into advanced KSOM Medium. The ribonucleoprotein complex solutions were mixed and injected into the zygotes in advanced KSOM Medium. Injected zygotes were cultured in KSOM (37°C, 5% CO_2_) to the blastocyst stage. The blastocyst embryos were transferred into the uteri of pseudopregnant ICR female mice on D3.

### Tissue preparation, immunohistochemistry, and immunofluorescence.

Mouse ovary and uteri were fixed in 4% paraformaldehyde (Emsdiasum) overnight at 4°C. Immunohistochemistry and immunofluorescence staining were performed on 5 mm thick, paraffin-embedded sections using antibodies against PBRM1, BRG1, KI-67, PCNA, EZRIN, LTF, MUC1, HAND2, PR, ER, P450scc, hydroxysteroid 11-β dehydrogenase 2 (HSD11b2), CK7, vimentin, and acetylated-tubulin (see Supplemental Table 3). Fluorescent secondary antibodies detected the primary antibody, and DAPI mounting medium identified nuclei. Bright-field images were obtained with an inverted AxioPlan 2 microscope (Carl Zeiss), and fluorescent images were captured with a LSM 780 confocal microscope (Carl Zeiss) (65). Sources of antibodies are listed in Supplemental Table 3.

### Immunoblot.

Protein extraction and immunoblots were performed as described (24). Total protein was extracted in 1× LDS sample buffer with 1× NuPAGE sample reducing agent (Thermo Fisher Scientific). Proteins were separated on 4%–12% Bis-Tris gels and electrophoretically transferred to PVDF membranes (Invitrogen). Signals were detected with PXi Touch (Syngene) or Hyperfilm ECL (GE Healthcare) according to the manufacturer’s instructions. β-Actin served as a loading control. Antibodies are listed in Supplemental Table 3. See unedited blots in Supplemental Figure 9.

### RNA isolation and RT-qPCR.

RT-qPCR was performed as described (24). Total RNA was extracted from uterine tissues or cells using TRIzol reagent (Invitrogen) following the manufacturer’s protocol. SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific) was used for reverse transcription. A total of 3–5 mg RNA was used to synthesize cDNA. RT-qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) and the QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). Expression values were normalized to *Gapdh*, and PCR primers are listed in Supplemental Table 4.

### mUSCs culture.

Uterine stromal cells were isolated and cultured as described (26). Five to ten pseudopregnant D4 *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mouse uterine horns were minced into small pieces (2–3 mm). Tissue pieces were first digested in 5 ml fresh medium (HBSS antibiotic; Gibco) containing 6 mg/ml dispase (Gibco) and 25 mg/ml pancreatin (Sigma-Aldrich) and then incubated in fresh medium (3 ml) containing 0.5 mg/ml collagenase (Sigma-Aldrich) at 37°C for 30 minutes. The digested cells were passed through a 70 mm filter to obtain stromal cells. Cells were plated in 60 mm dishes containing DMEM and Ham F-12 nutrient (F-12) mixture (1:1) (Gibco) with 10% charcoal-stripped FBS (Sigma) and antibiotics (penicillin-streptomycin, Thermo Fisher). After 4 hours, the medium was replaced with fresh medium (DMEM/F-12, 1:1) with 10% FBS. Two hours later, cells were washed twice with PBS for preparation of RNA-Seq, ATAC-Seq, and ChIC-Seq samples. Immunostaining of cytokeratin (1:100; Dako) and vimentin (1:100; Santa Cruz Biotechnology) documented that isolated primary stromal cells were 90%–95% pure.

### RNA-Seq library preparation.

Isolated mUSCs were washed in PBS and kept in RNAlater Stabilization Solution (Thermo Fisher Scientific) at –80°C. Total RNA was isolated using RNeasy Mini or Micro Kit, and mRNA was purified by Dynabeads mRNA Purification Kit (Thermo Fisher Scientific). RNA was quantified with a NanoDrop Spectrophotometer (Thermo Fisher Scientific). First-strand cDNA was synthesized with SuperScript II Reverse Transcriptase (Illumina). For second-strand cDNA synthesis, samples were incubated for 1 hour at 16°C in 55 ml containing 25 ml of the first-strand cDNA synthesis mix, 10 ml resuspension buffer, and 20 ml Second Strand Marking Master Mix (Illumina). The libraries were prepared with a TruSeq RNA Library Preparation Kit (Illumina) per the manufacturer’s protocol in which double-strand cDNA was fragmented, ligated with adapters, and amplified. The final PCR-amplified libraries were pooled and sequenced with single-end 50 bp reads at the NIDDK Genomic Core Facility.

### RNA-Seq data analysis.

Low-quality bases and adaptors were trimmed from sequence reads using cutadapt, version 2.7, with parameters –q 20 -minimum-length 25 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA. Resulting reads were mapped to the mouse GRCm38/mm10 genome assembly using HISAT2, version 2.1.0, with default parameters. Aligned reads were counted based on annotation of GENCODE Release m18 using the subread feature Counts, version 1.6.4, with default parameters, except that the “-s” option was used to specify appropriate strands. Differential expression analysis was performed with DESeq2, version 1.22.1, in v3.5.1 R version (66, 67). Functional gene enrichment analysis was performed using clusterProfiler (version 3.10.1) in R (version 3.5.1) on the DE gene list. Genes were tested for enrichment using the GO Biological Process (GO:BP), Cellular Component (GO:CC), and Molecular Function (GO:MF) databases. Dotplot was used to visualized the top 10 significant categories (68).

### ATAC-Seq library preparation.

ATAC-Seq libraries were constructed (69) using 50 to 100 × 10^4^ mUSCs. Cells were centrifuged (500*g*, 5 minutes, 4°C), washed with 200 ml PBS, resuspended in 50 ml cold lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 0.1% Tween-20, 0.1% digitonin), and placed on ice. After 3 minutes of incubation, 1 ml of wash buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20) was added. Following centrifugation (500*g*, 10 minutes, 4°C), pelleted nuclei were resuspended in 50 ml of transposition reaction media consisting of 2× tagmentation buffer (25 ml), water (5 ml), PBS (16.5 ml), 10% Tween-20 (0.5 ml), 1% digitonin (0.5 ml),and Tn5 transposase enzyme (2.5 ml, Illumina). After incubation (45 minutes, 37°C) with gentle mixing, DNA was purified using a MinElute PCR Purification Kit (QIAGEN) and eluted into 10 ml of elution buffer. Transposed DNA was amplified using barcoded PCR primers (IDT): 72°C for 5 minutes and 98°C for 30 seconds, followed by 12 cycles of 98°C for 10 seconds, 63°C for 30 seconds, and 72°C for 1 minute. DNA fragments of nucleosome-free regions (between primer dimers and mononucleosome bands) corresponding to sequence inserts of less than 100 bp or more than 1,000 bp were removed from double-sided AMPure XP beads purification and purified using the MinElute Gel Extraction Kit (QIAGEN). Libraries were eluted with 10 ml elution buffer for analysis of size distribution, and 50 bp paired ends were used for sequencing.

### ATAC-Seq data analysis.

Paired-end reads were processed using the ENCODE ATAC-Seq pipeline, version 1.9.0. The genome reference was the mouse GRCm38/mm10 assembly. IDR threshold was 0.05, other parameters were default, and MACS2 was used to call peaks. The IDR conserved peaks were used for further downstream analysis. To identify mutant versus WT differential peaks, DeSeq2 was used to analyze the read counts mapped to the peaks. Peak files for both were merged using BedTools, and resulting bed files defining peaks were assigned to mutant or WT. Reads mapped to these peaks were counted with Feature Counts, version 1.6.4, using default parameters (67). The ATAC-Seq data standards and processing pipeline are at https://www.encodeproject.org/atac-seq).

### Small cell number ChIC-Seq library preparation.

The antibodies to BRG1 and PBRM1 used for ChIC-Seq are listed in Supplemental Table 3. Small cell number ChIC-Seq experiments were performed as previously described with minor modifications (70). Primary mUSCs (1 to 5 × 10^5^) were harvested and crosslinked with 1% formaldehyde (Thermo Fisher) for 5 to 10 minutes at room temperature. Reactions were terminated by adding a 1:10 volume of 1.25 M glycine (MilliporeSigma). For ChIC reaction and library preparation, fixed cells were washed twice with antibody-binding buffer TE (10 mM Tris, 1 mM EDTA, pH 7.5) augmented with 150 mM NaCl and 0.1% Triton X-100 and resuspended (100 ml) in the same. Prebanding 3 ml pAG-MNase and 1 mg antibody were added to samples, mixed, and incubated for 60 minutes at room temperature. After washing 3 times with high-salt buffer (TE, 400 mM NaCl, 1% Triton X-100) and once with rinsing buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 0.1% Triton X-100), 40 ml RSB (20 mM Tris-HCl, pH7.4, 10 mM NaCl, 2 mM CaCl_2_, 0.1% Triton X-100) was added and incubated at 37°C for 3 minutes. The reaction was stopped with 80 ml (20 mM Tris-HCl, pH 8.0, 10 mM EGTA, 20 mM NaCl, 0.2% SDS), and 1 ml Proteinase K (Promega) was added to each sample and incubated at 65°C overnight. DNA was purified by phenol-chloroform extraction. ChIP-enriched DNA was end repaired with the End-It DNA End-Repair Kit (Epicentre), followed by addition of a single A nucleotide and ligation of PE adapters (Illumina). PCR was performed using Phusion High Fidelity PCR Master Mix (New England Biolabs). ChIP libraries were sequenced on Novaseq 6000 (Illumina) SP1 pair-end platforms according to the manufacturer’s protocol.

### ChIC-Seq data analysis.

Paired-end reads were trimmed as previously described (70) and aligned to the mouse GRCm38/mm10 genome assembly using Bowtie2, version 2.3.5. Multimapping reads were removed with samtools, version 1.9, using the “view” subcommand and the additional argument “-q 20” Duplicate reads were removed with the Picard, version 2.21.4, Mark Duplicates tool. BigWig signal tracks were created with deepTools, version 3.3.1, using the bamCoverage tool with the additional arguments “–normalize Using CPM –extend Reads 300”. The mapped, properly paired reads were counted using a script to generate bed files. Peaks were called from these bed files for each replicate individually using MACS, version 2.2.7.1, with the -bedpe option. Pooled peaks were called based on the BAM files of all replicates for a sample (71–73). Motif analysis was performed on 501 bp sequences flanking the peak summits using MEME-ChIP 5.1.0 with standard parameters; JASPAR2018 CORE vertebrates nonredundant and uniprobe mouse were used as known Motif Databases (74). The potential target genes are listed in Supplemental Tables 7 and 8.

### Luciferase assay reporter.

Luciferase assay reporter plasmids of the *Hand2* enhancer-promoter Luc, *Hand2* enhancer (WT and motif mutations), negative control region, and promoter were generated by subcloning genomic DNA PCR products into the pGL-3 promoter vector using the NEB Gibson Assembly System (New England Biolabs). pRL-TK (plasmid-expressing Renilla luciferase, Promega) was cotransfected into the cells to normalize firefly luciferase activity. Commercially available HESCs were derived by introduction of the human telomerase reverse transcriptase (hTERT) into normal HESCs (Kerafast, ENC017). The short tandem repeat (STR) confirmed HESCs were cultured in 24-well plates and subsequently transfected with vectors (total 1.5 mg). The primary cultured cells were maintained in DMEM/F12 without phenol red, 1% penicillin, 1% streptomycin, 1% insulin, transferrin, selenite (ITS), 500 ng/ml puromycin, and 10% charcoal-stripped FBS (CS-FBS) in the presence of P_4_ (10^–7^M). Luciferase activity was measured 48 hours after transfection using a Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions. All samples were analyzed in triplicate.

### ChIP-qPCR.

ChIP was performed using the ChIP-IT High Sensitivity Kit (Active Motif) according to the manufacturer’s instructions. Briefly, 0.5 to 1.5 × 10^6^ primary uterine stromal cells were crosslinked with 1% formaldehyde in PBS containing protease inhibitor (Roche) for 15 minutes. After addition of 2.5M glycine (final concentration 0.125M) to stop the reaction, samples were incubated for 5 minutes at room temperature and sonicated to shear DNA into 200 to 800 bp fragments. Crosslinks were enzymatically (Proteinase K, Thermo Fisher) reversed for 3 to 6 hours at 60°C, and DNA was purified by phenol-chloroform extraction. Antibodies used for ChIP are listed in Supplemental Table 3, and the qRT-PCR primers are in Supplemental Table 5. The comparative CT method was applied to calculate the relative enrichment of sequences of interest over H3 and input.

### Lentiviral production and transduction.

Lentivirus was purified as described (25). Using Lipofectamine 2000 (Invitrogen), 293T packaging cells were transfected with 20 mg of lentivirus coexpressing shRNA (shPBRM1#32-Tet-pLKO-puro, shPBRM1#131-Tet-pLKO-puro) or pLKO scramble (75), 15 mg of packaging plasmid psPAX2 (Addgene plasmid 12260), and 5 mg envelope plasmid pMD2.G (Addgene plasmid 12259). Lentiviral supernatants were collected at 40 and 64 hours using a 0.45 mm membrane, pooled, and concentrated using Lenti-X Concentrator (Clontech) following the manufacturer’s instructions. shRNA was introduced into the HESC line, and expression was induced by doxycycline (1 to 2 mg/ml). The knockdown efficiency of hPBRM1 was assessed 5 days after infection, and stable cell lines were validated by immunoblot.

### 3C.

3C assays were performed as previously reported (76) with modifications. From 2 to 8 ×10^6^ mUSCs were crosslinked with 2% formaldehyde in PBS for 15 minutes at room temperature. The reaction was quenched with glycine (final concentration 0.125M). The cells were twice rinsed (10 minutes) with wash buffer (50 mM Tris-HCl, 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton X-100) and stored in buffer (10 mM Tris-HCl, pH 8, 1 mM EDTA, 0.5 mM EGTA) at −80°C. Nuclei were pelleted by centrifugation (6,000*g*, 5 minutes) and washed with the digestion buffer rCutSmart Buffer (New England Biolabs). Nuclei were pelleted again (6,000*g*, 5 minutes) and incubated with digestion buffer containing 0.2% NP-40, 0.1% SDS for 30 minutes at 65°C. Triton X-100 was added to a final concentration of 1%, and samples were further incubated at 37°C for 15 minutes to sequester SDS; 10% of each sample was saved as an undigested control. Next, 2,000 U of *HhaI* (New England Biolabs) was added to a final volume of 100 ml, and the digestion was continued for 1 day at 37°C. The restriction enzyme was inactivated at 65°C for 30 minutes, and another 10% of the sample was saved as a digested control. The digested sample was diluted with 400 ml T4 ligation buffer (New England Biolabs), 1% Triton X-100, and incubated at 37°C for 30 minutes, followed by overnight incubation at 16°C with 4800U T4 DNA ligase (New England Biolabs). DNA was extracted with phenol-chloroform and used as 3C templates for TaqMan-qPCR. The β-actin (Actb) BAC RP23-5J14 (BACPAC) was digested, religated, and used to generate 3C templates to normalize for primer efficiency. Primers targeting the Actb locus were used to equalize loading across samples. A 2-tailed Student’s *t* test was performed with significance defined as *Ρ* < 0.05. Sequences of the 3C primers and loading control primers are included in Supplemental Table 6.

### Statistics.

Unless otherwise noted, statistical analysis was performed with SPSS 11.5. Comparison of means is presented using independent-samples Student’s *t* test. The data are represented as the mean ± SEM. *Ρ* values of less than 0.05 were considered statistically significant.

### Study approval.

All animal studies were performed in accordance with guidelines of the Animal Care and Use Committee of the NIH under a Division of Intramural Research, NIDDK–approved animal study protocol (K018LCDB21, K044LCDB22).

### Data availability.

The next-generation sequencing data in this study have been deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE223711 and GSE229370). All relevant data that support the findings of this study are available upon request. Values for all data points in graphs are reported in the Supporting Data Values file. The Encode pipeline is https://www.encodeproject.org/atac-seq/, https://github.com/lcdb/lcdb-wf

## Author contributions

QX conceived the project. QX and JD designed the experiments. QX and IF performed experiments, and GY provided bioinformatic analyses. QX wrote the manuscript with help from JD. All authors discussed, revised, and approved the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 7

Supplemental table 8

Supporting data values

## Figures and Tables

**Figure 1:**
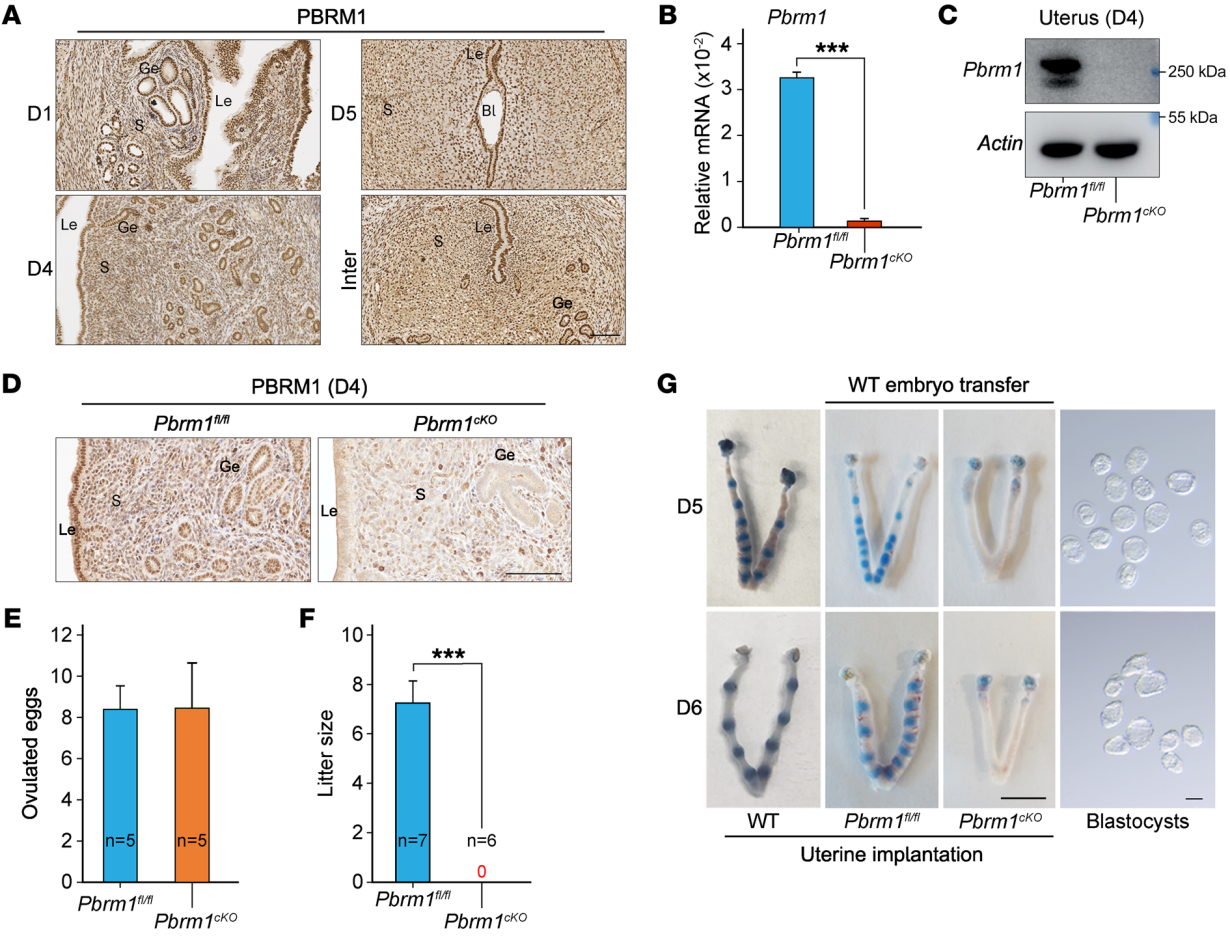
Implantation failure and female infertility after uterine-specific *Pbrm1* deletion. (**A**) Immunohistochemical staining showing the spatiotemporal expression of PBRM1 in WT uteri on D1, D4, and D5 of pregnancy. Bl, blastocyst; S, stromal. Scale bar: 100 mm. (**B**) RT-qPCR analysis of *Pbrm1* mRNA levels in D4 uteri from *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mice. Values are normalized to *Gapdh* expression and represented as mean ± SEM (*n* = 3). ***P < 0.001, independent-sample Student’s *t* test. (**C**) Immunoblotting of PBRM1 protein in D4 *Pbrm1^fl/fl^* and *Pbrm1^cKO^* uteri. β-actin, load control. (**D**) Immunohistochemistry of PBRM1 protein in D4 *Pbrm1^fl/fl^* and *Pbrm1^cKO^* uteri. Scale bar: 100 mm. (**E**) Number of ovulated eggs in *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mice. Numbers within the bars indicate numbers of mice tested. (**F**) Average litter sizes of *Pbrm1^fl/fl^* and *Pbrm1^cKO^* female mice. Numbers within the bars indicate numbers of mice tested. Data are represented as mean ± SEM. ***P < 0.001, independent-sample Student’s *t* test. (**G**) Representative images of normal embryo morphology from D5 to D6 pregnant *Pbrm1^cKO^* mice, exhibiting embryo implantation failure in the uteri beyond D5. Scale bars: 1 cm (uterus); 100 mm (embryos).

**Figure 2:**
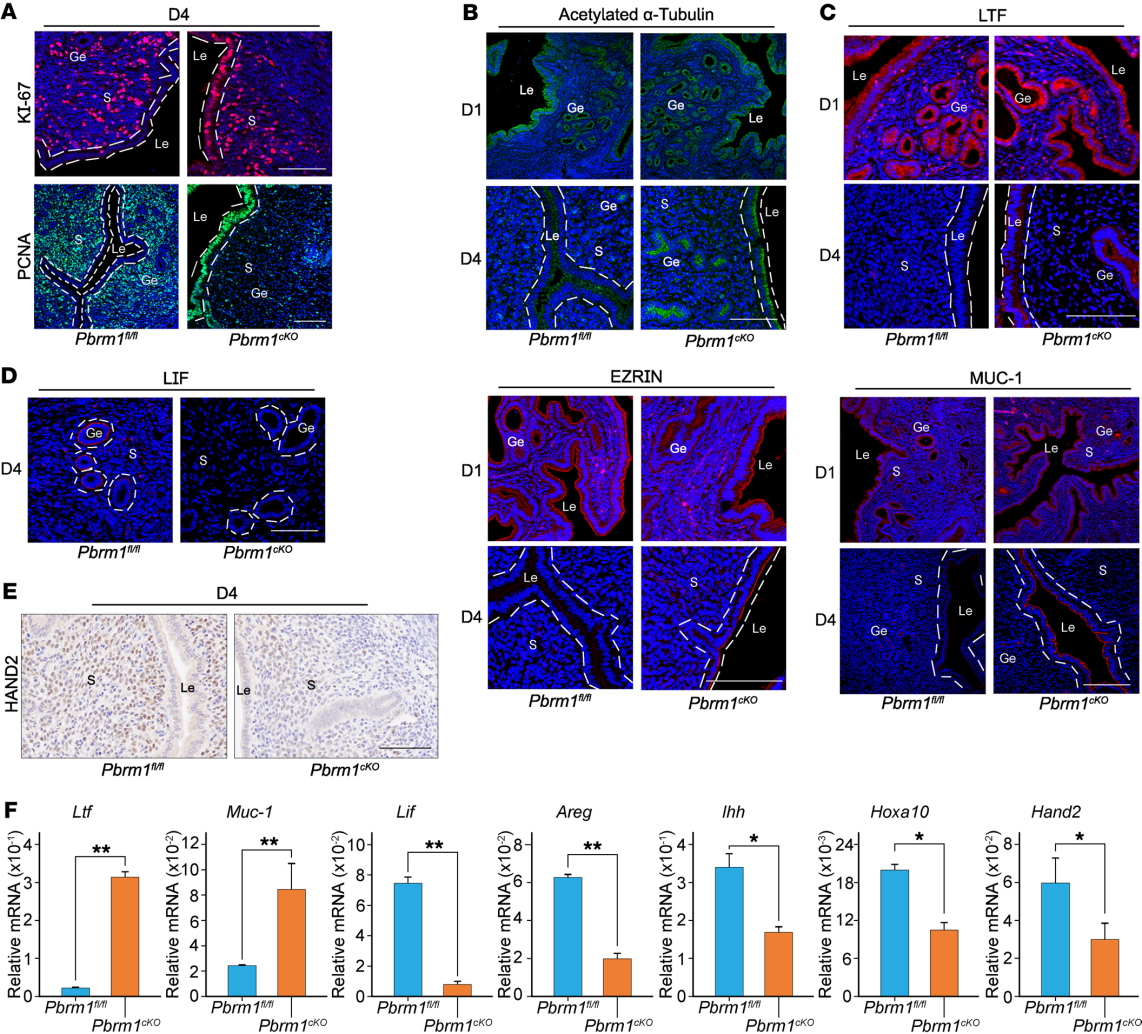
*Pbrm1* deficiency disrupts uterine receptivity and dysregulates E_2_/P_4_ signaling. (**A**) Immunofluorescence staining of KI-67 and PCNA documents an aberrant epithelial proliferation accompanied by a decreased stromal proliferation in *Pbrm1^cKO^* mouse uteri on D4. Scale bars: 100 mm. (**B**) Immunofluorescence staining of cilia marker acetylated α-tubulin (top panels) and microvilli marker EZRIN (bottom panels) in *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mouse uteri. Scale bars: 100 mm. (**C**–**E**) Immunofluorescence (**C** and **D**) and immunohistochemical staining (**E**) of receptivity marker genes document impaired uterine receptivity in *Pbrm1^cKO^* females on D4. Scale bars: 100 mm. (**F**) RT-qPCR analysis of implantation-related marker gene expression in D4 *Pbrm1^fl/fl^* and *Pbrm1^cKO^* uteri. Values are normalized to *Gapdh* expression level and represented as mean ± SEM (*n* = 3). *P < 0.05; **P < 0.01, independent-sample Student’s *t* test.

**Figure 3:**
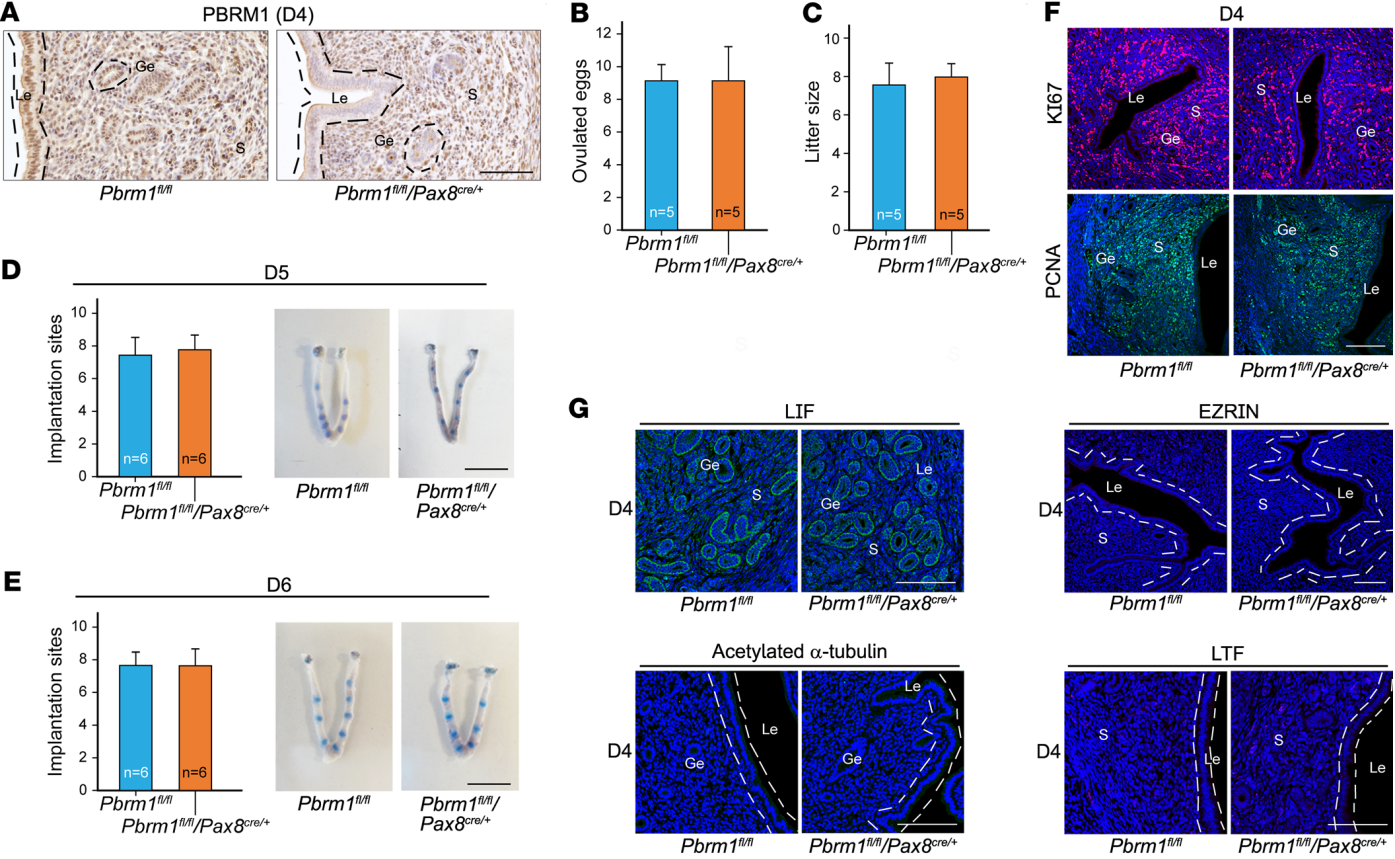
Epithelium-selective deletion of *Pbrm1* leads to normal embryo implantation and female fertility. (**A**) Immunohistochemistry documents specific deficiency of epithelial PBRM1 in *Pbrm1^fl/fl^/Pax8^cre/+^* mouse uteri. Scale bar: 100 mm. (**B** and **C**) Number of ovulated eggs (**B**) and average litter sizes (**C**) of *Pbrm1^fl/fl^* and *Pbrm1^fl/fl^/Pax8^cre/+^* female mice. Numbers within the bars indicate numbers of mice examined. Data are represented as mean ± SEM. (**D** and **E**) Normal implantation in *Pbrm1^fl/fl^/Pax8^cre/+^* mice compared with *Pbrm1^fl/fl^* mice as determined by Chicago Sky Blue dye injection on D5 to D6 of pregnancy. Numbers within the bars indicate numbers of female mice tested. Scale bars: 1 cm. (**F** and **G**) Immunofluorescence images of proliferation status and receptivity marker genes document normal uterine receptivity in *Pbrm1^fl/fl^/Pax8^cre/+^* females on D4. Scale bars: 100 mm.

**Figure 4:**
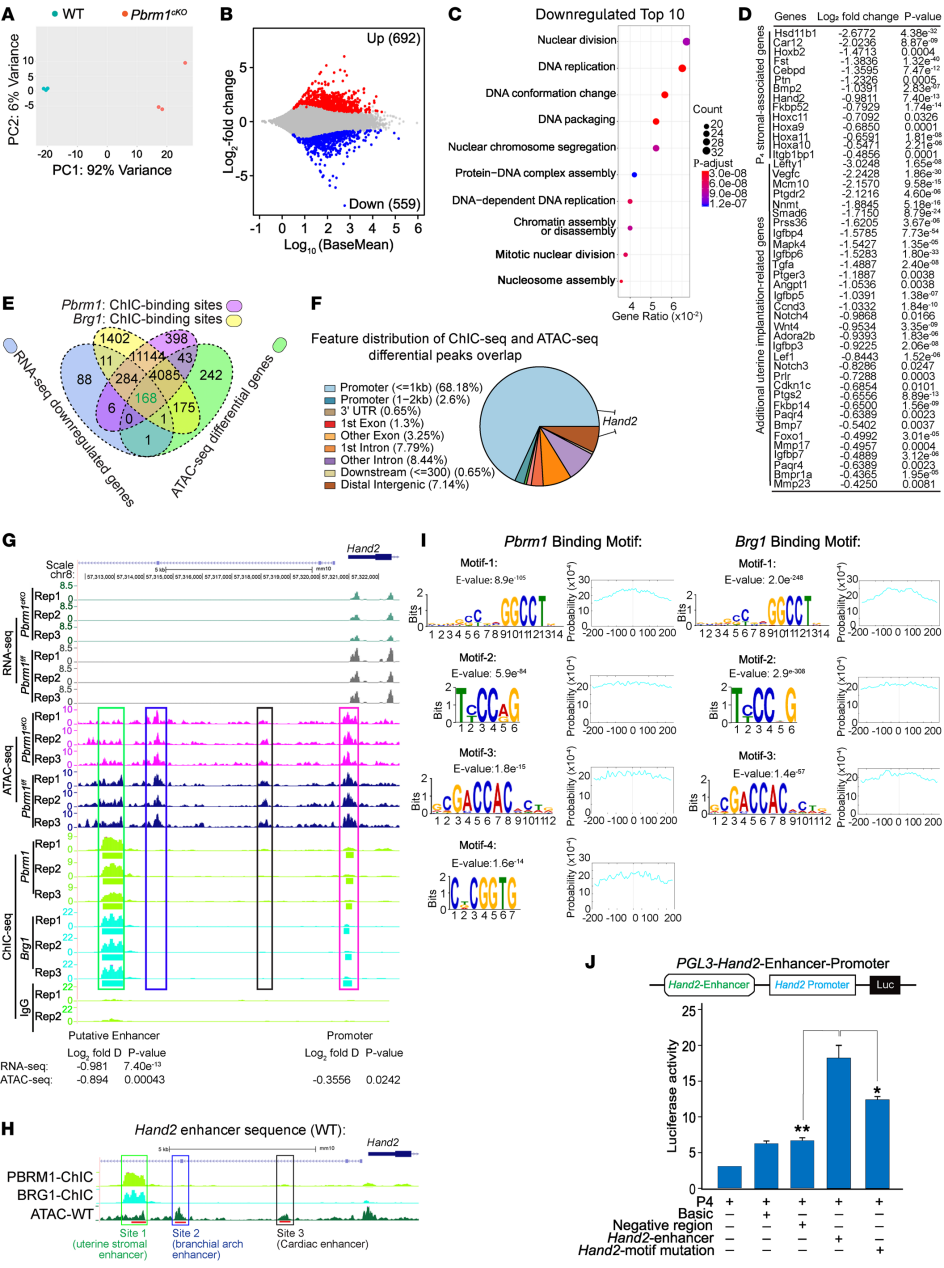
PBRM1 promotion of *Hand2* transcription is dependent on chromatin remodeling. (**A**) PCA plot of RNA-Seq results of uterine stromal cells from *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mice. (**B**) MA plots of differentially expressed RNAs in *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mUSCs. Upregulated and downregulated RNAs are shown as red and blue dots, respectively (>1.5-fold, *P* <0.01, *P*adj < 0.1). (**C**) The top 10 GO terms of downregulated transcripts. (**D**) Genes directly associated with uterine receptivity and implantation that were significantly downregulated (log_2_ fold change and *P* value) from *Pbrm1^fl/fl^* and *Pbrm1^cKO^* uterine stromal cell RNA-Seq. (**E**) Venn diagram showing overlap among genes (*n* = 168) with reduction of RNA expression and differential ATAC accessibility by *Pbrm1* deletion and genes with PBRM1/BRG1 direct binding. (**F**) Genomic distribution of overlapping genes (*n* = 168) that are most likely to be direct targets of the PBRM1/BRG1 complex. (**G**) Genome browser view of normalized RNA-Seq signals, ATAC-Seq, and PBRM1/BRG1 ChIC-Seq tracks for *Hand2* in *Pbrm1^fl/fl^* and *Pbrm1^cKO^* primary mUSCs. Green rectangle, newly identified uterine specific enhancer regulated by SWI/SNF complex; blue rectangle, known branchial arch enhancer; black rectangle, cardiac-specific enhancer; red rectangle, promoter of *Hand2*; Rep 1, 2 and 3, 3 biological replicates. (**H**) Schematic representation of enhancer regions of *Hand2* in different tissues. *Hand2* uterine (site 1, red), branchial arch enhancer (site 2, green), and cardiac enhancer (site 3, blue). (**I**) Prediction of DNA-binding site motifs for PBRM1/BRG1 derived from ChIC-Seq data. Graph to right indicates the probability of the binding motif. (**J**) Renilla-normalized luciferase reporter assay to evaluate *Hand2* promoter activation transfected with *Hand2* WT or motif mutation vectors. Values are represented as mean ± SEM (*n* = 3). *P* values were calculated by post hoc pairwise *t* test after 1-way ANOVA. *P < 0.05; **P < 0.01.

**Figure 5:**
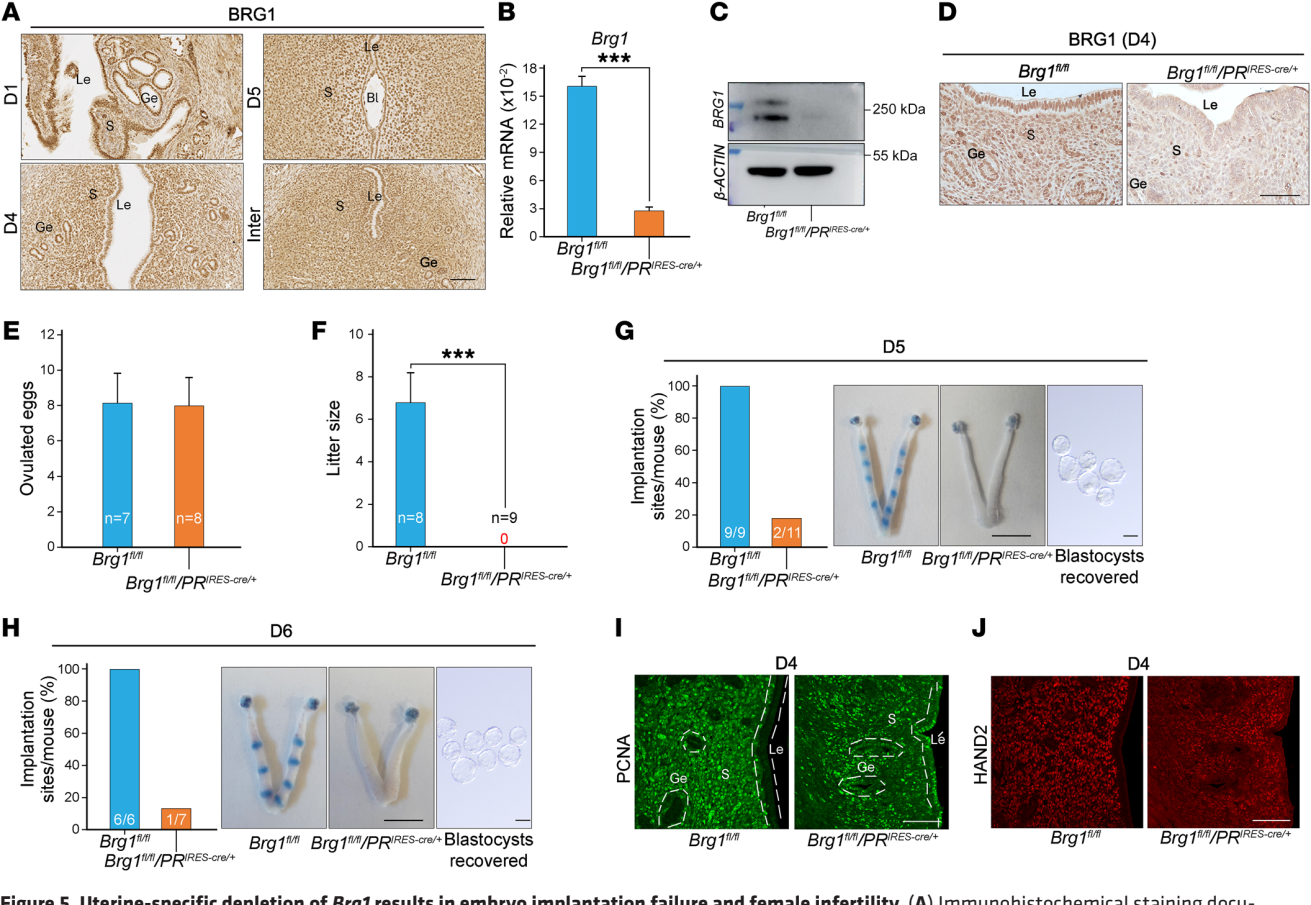
Uterine-specific depletion of *Brg1* results in embryo implantation failure and female infertility. (**A**) Immunohistochemical staining documents a spatiotemporal expression of BRG1 in WT uteri on D1, D4, and D5 of pregnancy. Scale bar: 100 mm. (**B**–**D**) RT-qPCR (**B**), immunoblotting (**C**), and immunohistochemical images (**D**) of *Brg1* mRNA and BRG1 protein levels in D4 uteri from *Brg1^fl/fl^* and *Brg1^fl/fl^/PR^IRES-cre/+^* mice. Values are normalized to *Gapdh* expression and represented as mean ± SEM (*n* = 4). ***P < 0.001, independent-sample Student’s *t* test. β-actin, load control. Scale bar: 100 mm. (**E**) Number of ovulated eggs in *Brg1^fl/fl^* and *Brg1^fl/fl^/PR^IRES-cre/+^* mice. Numbers within the bars indicate numbers of mice tested. (**F**) Average litter sizes of *Brg1^fl/fl^* and *Brg1^fl/fl^/PR^IRES-cre/+^* female mice. Numbers within the bars indicate numbers of mice tested. Data are represented as mean ± SEM. ***P < 0.001, independent-sample Student’s *t* test. (**G** and **H**) Representative images of normal embryo morphology from D5 (**G**) and D6 (**H**) pregnant *Brg1^fl/fl^/PR^IRES-cre/+^* mice, exhibiting embryo implantation failure in the uteri beyond D5. Numbers within the bars indicate numbers of mice with implantation sites per total tested mice. Data are represented as mean ± SEM. **P < 0.01, independent-samples Student’s *t* test. Scale bars, 1 cm (uterus); 100 mm (embryos). (**I** and **J**) Immunofluorescence staining of PCNA and HAND2 document aberrant epithelial proliferation and impaired uterine receptivity in *Brg1^fl/fl^/PR^IRES-cre/+^* females on D4. Scale bars: 100 mm.

**Figure 6:**
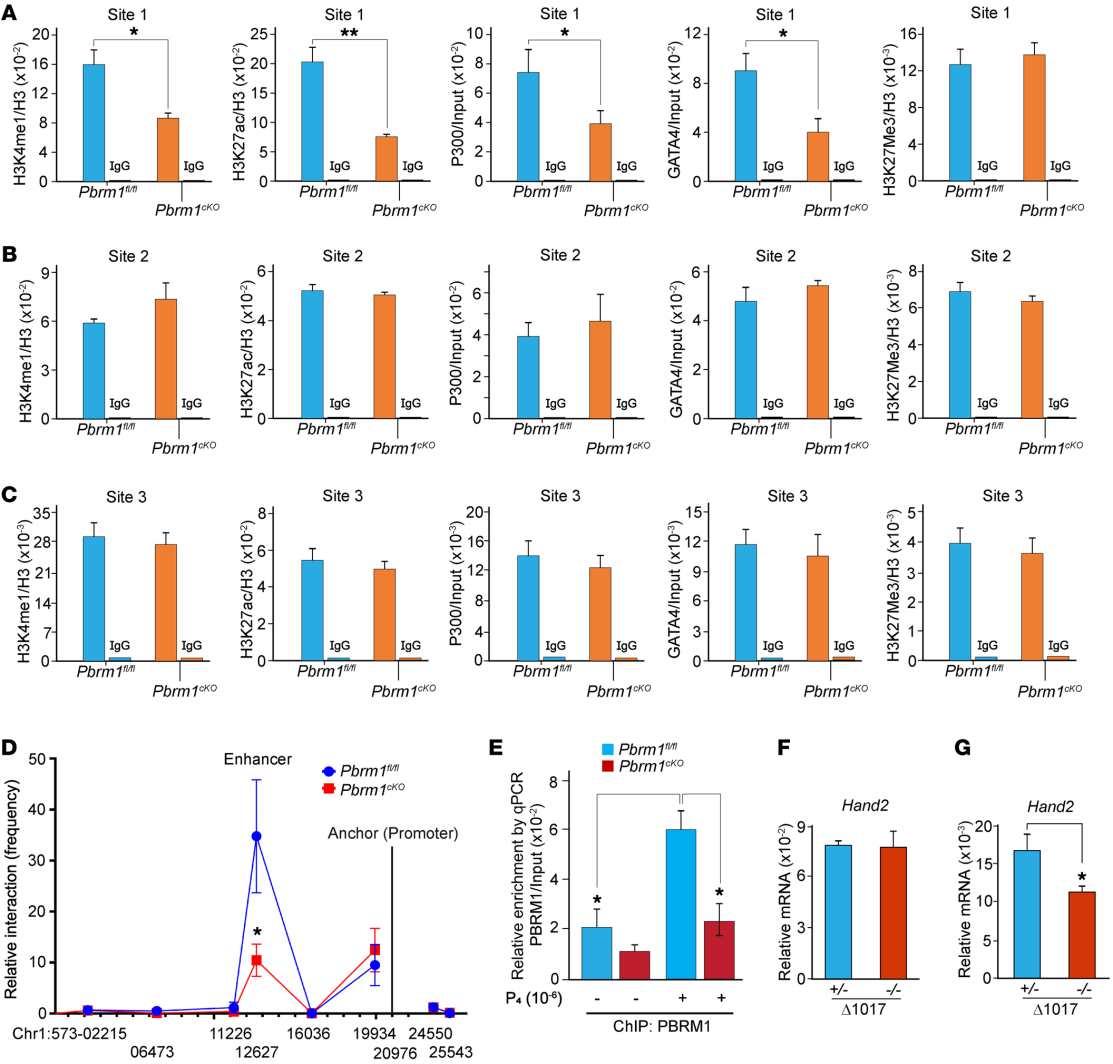
Loss of PBRM1 decreases enhancer histone modifications and recruitment of transcriptional factors and compromises enhancer/promoter interactions. (**A**) ChIP-qPCR for enhancer markers H3K4me1/H3K27ac modifications and recruitment of transcriptional factors *Gata4* and *P300* to the *Hand2* uterine–specific enhancer region (site 1) are reduced in *Pbrm1^cKO^* mUSCs. Values are normalized to input. Data are represented as mean ± SEM. *P < 0.05; **P < 0.01, independent-sample Student’s *t* test. (**B**) The same as **A** of the branchial arch (site 2) and (**C**) cardiac enhancer (site 3) regions showed no differences in the H3K4me1/H3K27ac modifications and transcriptional factor recruitment between *Pbrm1^fl/fl^* and *Pbrm1^cKO^* uterine stromal cells. (**D**) 3C interaction frequency (enhancer-promoter looping) between *Hand2*-specific enhancer and its promoter in *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mUSCs. LCR serves as anchor. Values are represented as mean ± SEM (*n* = 3). *P* values were calculated by Student’s *t* test. *P < 0.05. (**E**) ChIP-qPCR result shows enriched binding of PBRM1 to the putative enhancer site upon P_4_ treatment. *P* value was calculated by post hoc pairwise *t* test after 2-way ANOVA. *P < 0.05. (**F** and **G**) RT-qPCR analysis of oviductal (**F**) and uterine (**G**) *Hand2* transcriptional levels in WT and *Hand2*-specific enhancer knockout mice on D4 of pregnancy. Values are represented as mean ± SEM of 3 biological replicates. *P < 0.05, independent-sample Student’s *t* test.

**Figure 7:**
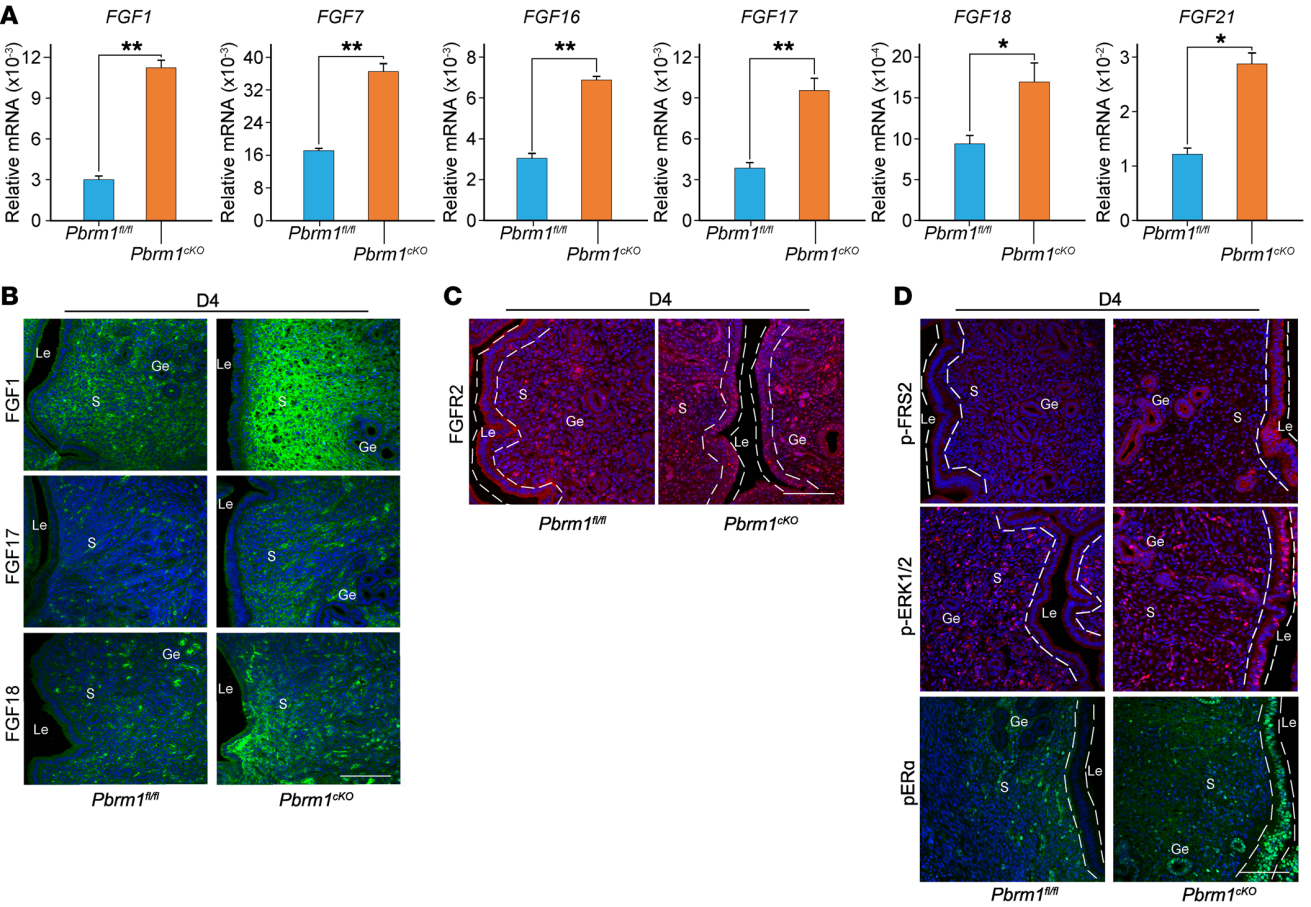
Augmented *Fgfs/Fgfr-pErk1/2-pErα* signaling in *Pbrm1-*deficient uteri disrupts embryo implantation. (**A**) RT-qPCR of FGF family growth factors (*FGF1*, *FGF7*, *FGF16*, *FGF17*, *FGF18*, *FGF21*) in the uterine stroma of *Pbrm1^fl/fl^* and *Pbrm1^cKO^* mice on D4 of pregnancy. Values are normalized to *Gapdh* expression and represented as mean ± SEM (*n* = 3). *P < 0.05; **P < 0.01, independent-sample Student’s *t* test. (**B** and **C**) Immunofluorescence staining of FGFs (FGF1, FGF17, FGF18) and FGFR2 in *Pbrm1^fl/fl^* and *Pbrm1^cKO^* females on D4. (**D**) Immunostaining of p-FRS2, p-ERK1/2, and p-ERα documents augmented *Fgfs/Fgfr-pErk1/2-pEr*α signaling in *Pbrm1^cKO^* Le on D4 of pregnancy. Scale bars: 100 mm.

**Figure 8:**
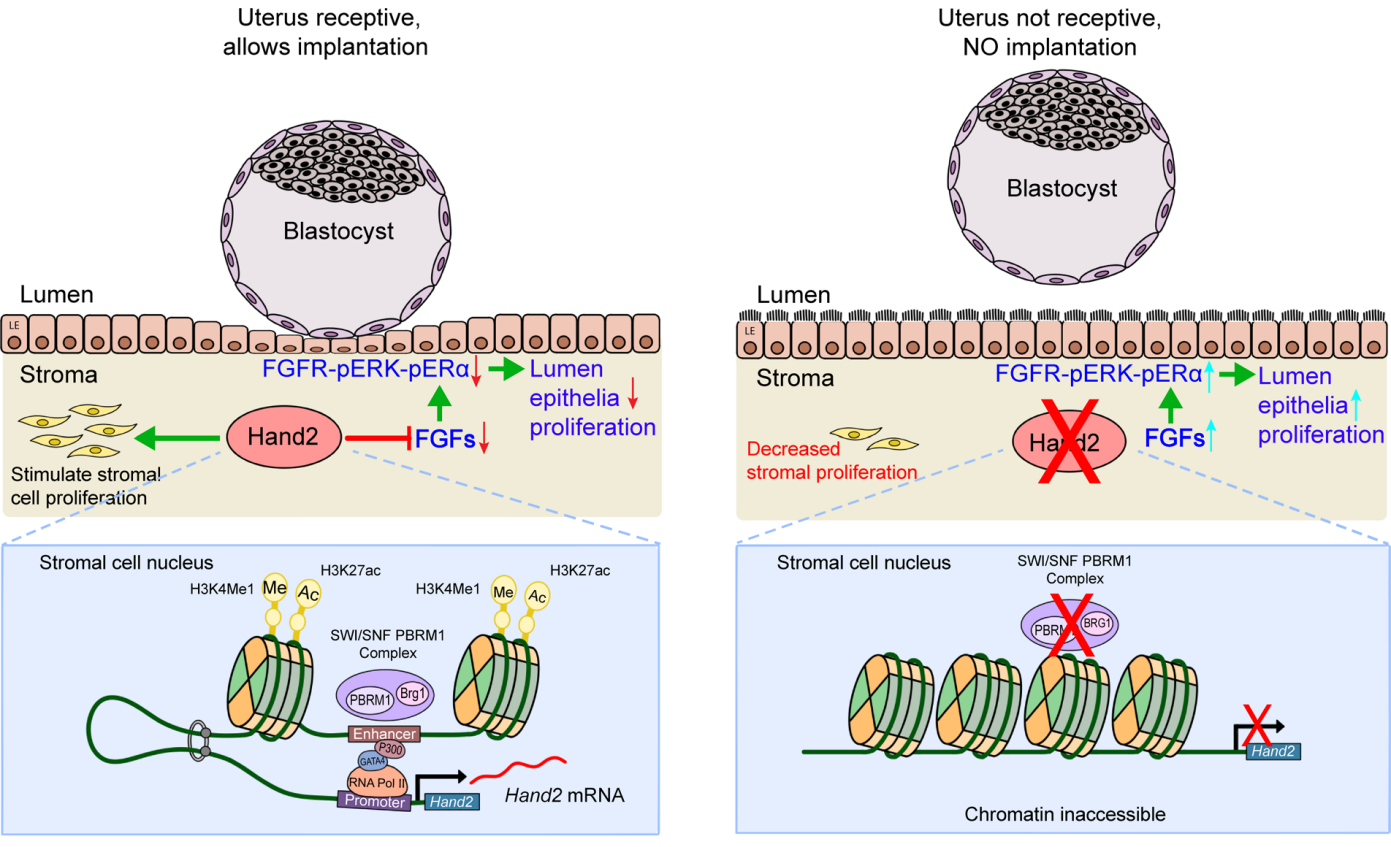
Uterine stromal PBRM1 governs uterine receptivity necessary for embryo implantation. Left: Upon P_4_ priming on D4, PBRM1 is recruited to the *Hand2* enhancer and promoter and facilitates chromatin accessibility and physical interactions (looping) essential for transcription activation in a SWI/SNF complex–dependent manner. This ensures normal stromal-epithelium crosstalk conducive to uterine receptivity and implantation. Right: In the absence of PBRM1 (lower) in the stromal-epithelium, crosstalk does not occur in the absence of *Hand2* expression (upper).

# Supplementary material for: Stromal Pbrm1 mediates chromatin remodeling necessary for embryo implantation in the mouse uterus
**Source:** J Clin Invest. 2024 Mar 1;134(5):e174194. doi: 10.1172/JCI174194
**Supplement:** Supplemental data

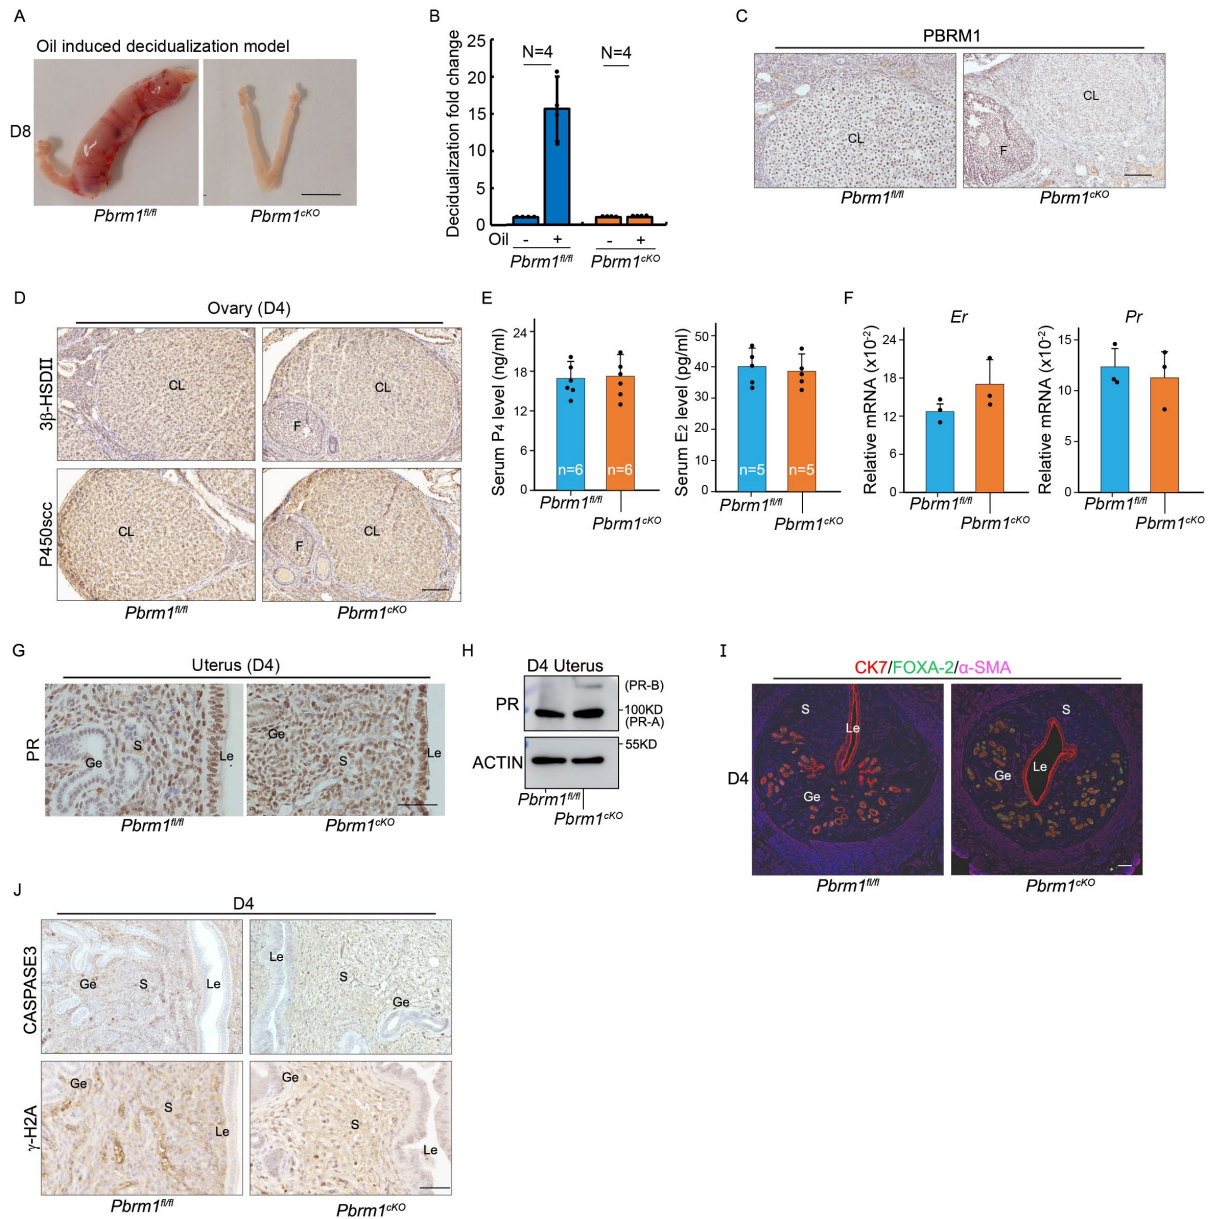

**Figure S1. Morphology and ovarian hormones in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* mice.**

(A-B) Artificial decidualization in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* uteri on pseudopregnant Day 8. *Pbrm1<sup>cKO</sup>* uterine decidual development in response to oil stimulation is severely impaired. Numbers within the bars indicate the number of mice examined. The *P* value is calculated by post hoc pairwise *t*-test after two-way ANOVA. (C) Immunohistochemistry of PBRM1 in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* ovaries. CL, corpus luteum; F, follicle. Scale bars, 100  $\mu$ m. (D) Same as (A) but for 3 $\beta$ -HSDII and P450scc proteins on D4. (E) Comparable serum levels of E<sub>2</sub> and P<sub>4</sub> at D4 in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* mice. Number within the bar indicates the number of mice tested. Data represent mean  $\pm$  SEM, independent-samples Student *t*-Test. (F-H) RT-qPCR, immunohistochemistry, and immunoblots of ER $\alpha$  and PR in D4 uteri of *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* mice. Scale bar, 100  $\mu$ m. Ge, gland epithelium; Le, lumen epithelium; S, stroma. (I) Immunofluorescence staining of CK7, FOXA2 and  $\alpha$ -SMA in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* females on D4. (J) Immunohistochemistry of CASPASE3 and  $\gamma$ -H2A in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* uterus on D4.

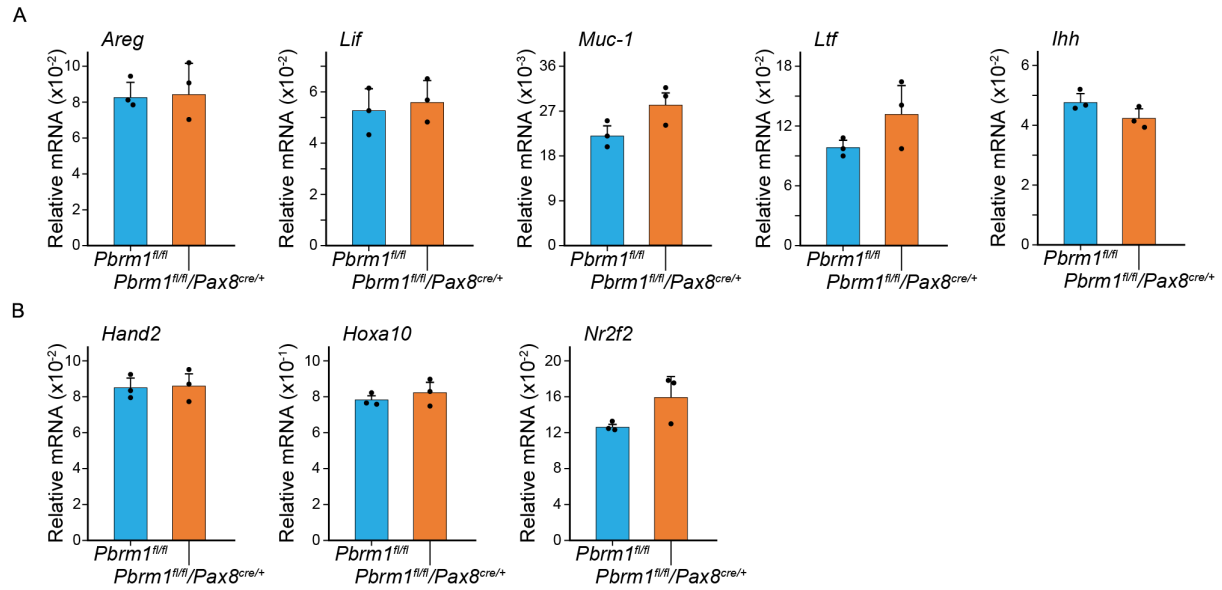

**Figure S2. Implantation markers in D4 uteri of *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>fl/fl</sup>/Pax8<sup>cre/+</sup>* mice.** (A) RT-qPCR of implantation-related marker genes in epithelium (*Areg*, *Lif*, *Muc1*, *Ltf*, *Ihh*) on D4 in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>fl/fl</sup>/Pax8<sup>cre/+</sup>* uteri. (B) Same as (A) but for stromal markers (*Hand2*, *Hoxa10*, *Nr2f2*). All values are normalized to *Gapdh* expression and indicated as the mean ± SEM (n=3).

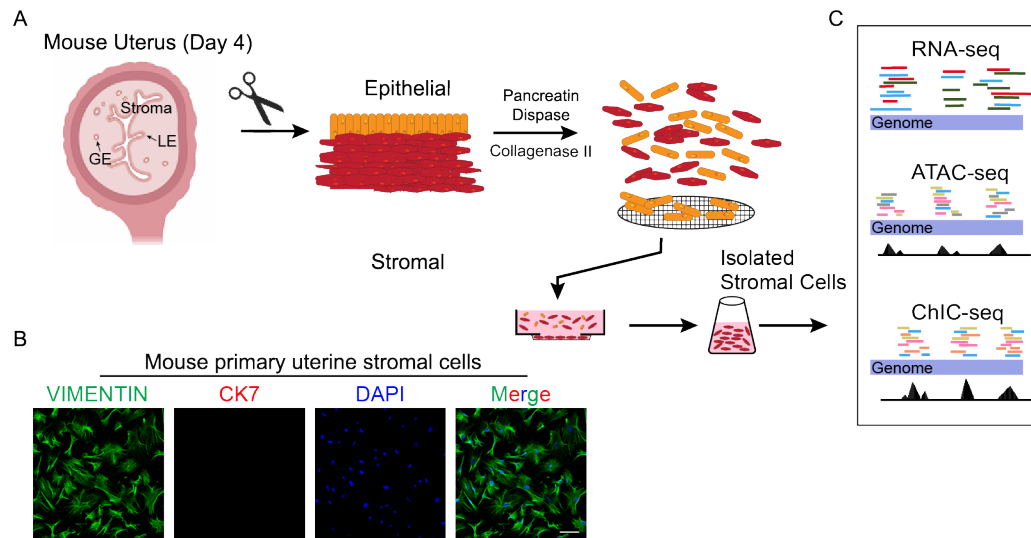

**Figure S3. Isolation of primary uterine stromal cells from *Pbrm1*<sup>fl/fl</sup> and *Pbrm1*<sup>cKO</sup> female mice.**

(A) Primary uterine stromal cells isolated at D4 (10:00 am) from pseudopregnant *Pbrm1*<sup>fl/fl</sup> and *Pbrm1*<sup>cKO</sup> mice. (B) Isolated cells are highly enriched for stromal cells as assessed by Vimentin and CK staining. Blue, nuclear staining (DAPI). Scale, 100  $\mu$ m. (C) Isolated stromal cells were used for RNA-seq, ATAC-seq and ChIC-seq.

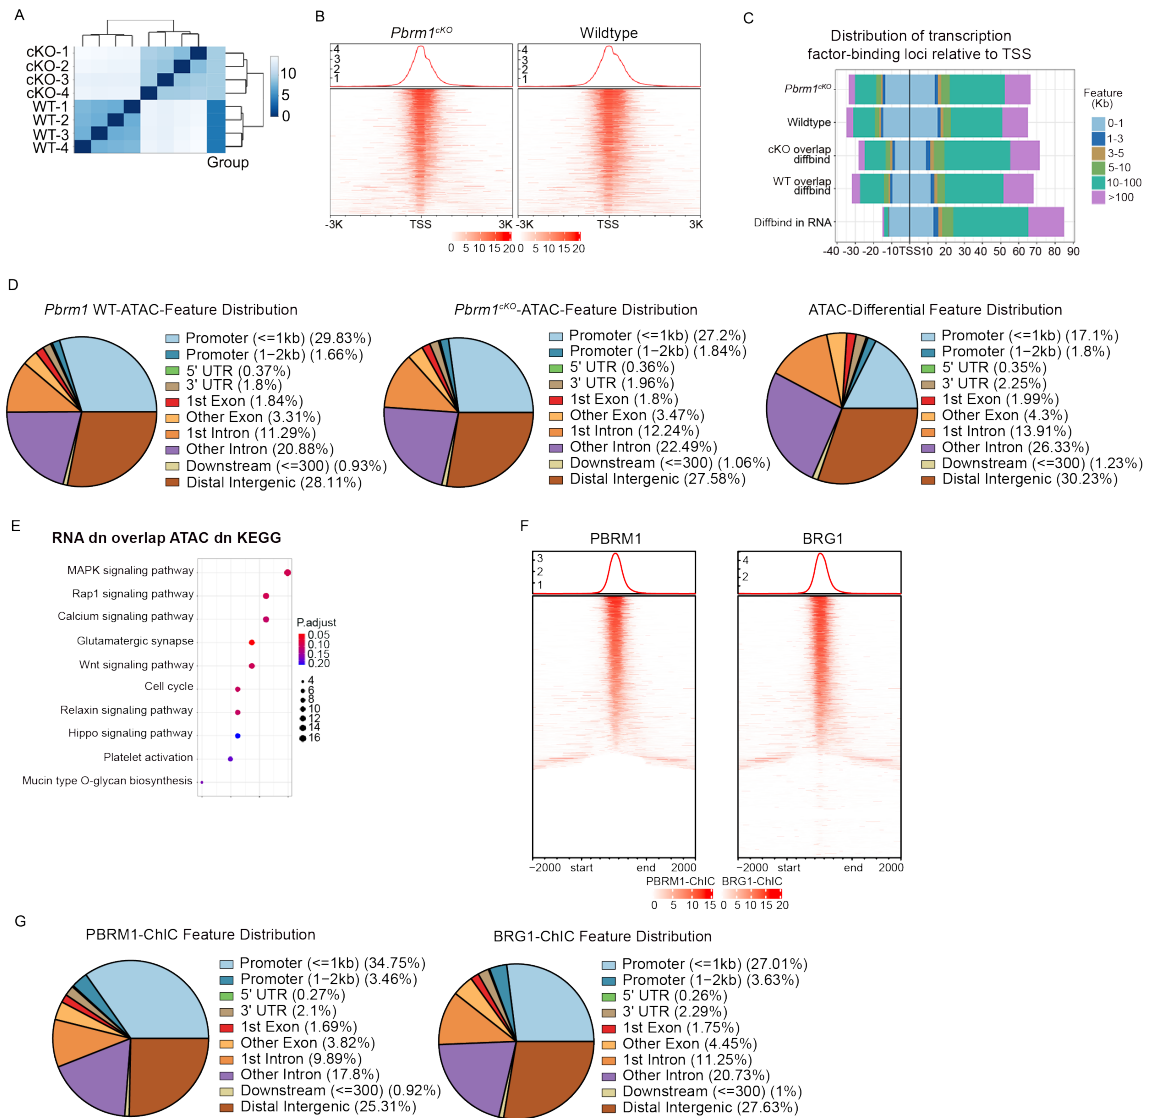

**Figure S4. Chromatin accessibility in *Pbrm1*-mutant primary uterine stromal cells.** (A) ATAC-seq heatmap of D4 uterine stromal cells from WT and *Pbrm1* deletion female mice. (B) Heatmap showing distribution of WT and *Pbrm1* cKO ATAC-seq peak regions centered at transcriptional start site (TSS). (C-D) Genomic distribution of WT and *Pbrm1*<sup>cKO</sup> peaks. (E) KEGG functional analysis for differentially expressed genes (dn) that overlap RNA-seq down regulated genes. (F) Clustered heat maps displaying PBRM1 and BRG1 normalized ChIC-seq peaks centered at the TSS in WT D4 uterine stromal cells. (G) Genomic distribution of PBRM1 and BRG1 ChIC peaks in WT primary uterine stromal cell on D4.

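For the peaks centered at the TSS, the pooled lists were compared with the TSSs of 21938 protein-coding genes of GENCODE. A PBRM1 peak covered a TSS of 12995 genes (59.2%), a BRG1 peak of 13932 (63.5%) and peaks of both antibodies of 12763 (58.2%). Within 2000 bp of a TSS, 68.6% of the genes had a PBRM1 peak, 72.1% had a BRG1 peak and 67.7% had both. The heat maps themselves show normalized coverage, which was not analysed here.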

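Each pooled PBRM1 and BRG1 peak was given a single class, in the order promoter, 5′ UTR, 3′ UTR, exon, intron, downstream and distal intergenic. Of the PBRM1 peaks, 38.2% were within 1000 bp of a TSS and 4.86% between 1000 and 2000 bp. Introns held 26.4%, distal intergenic sequence 24.7%, other exons 3.44%, 3′ UTRs 1.93%, the 300 bp downstream of genes 0.250% and 5′ UTRs 0.167%. Of the BRG1 peaks, 30.5% were within 1000 bp of a TSS and 5.13% between 1000 and 2000 bp. Introns held 30.6%, distal intergenic sequence 27.1%, other exons 4.10%, 3′ UTRs 2.11%, downstream sequence 0.287% and 5′ UTRs 0.172%.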

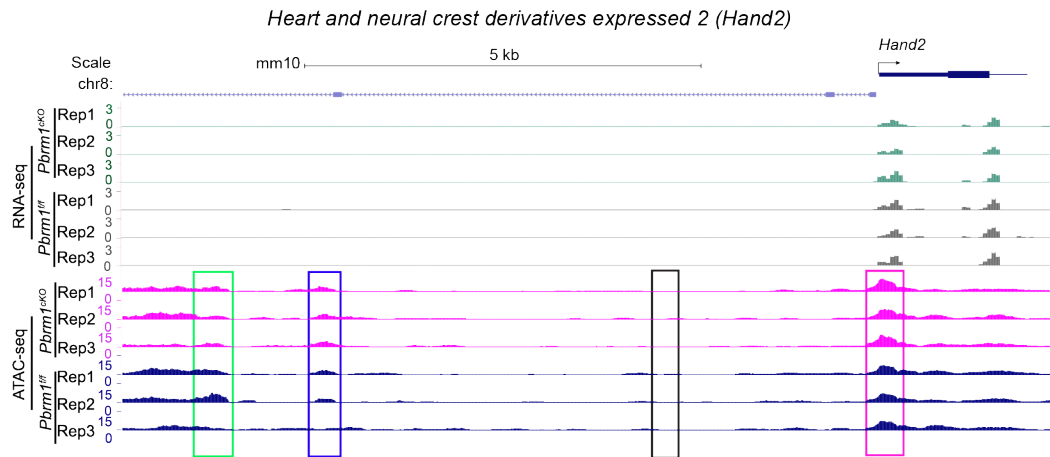

**Figure S5. Comparable *Hand2* transcription level and chromatin accessibility in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* primary mice oviductal smooth muscle cells.**

Genome browser view of normalized RNA-seq signals and ATAC-seq tracks for *Hand2* in *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* primary mice oviductal smooth muscle cell. Green rectangle, a newly identified uterine specific enhancer regulated by SWI/SNF complex. Blue rectangle, known branchial arch enhancer. Black rectangle, cardiac-specific enhancer. Red rectangle, promoter of *Hand2* directly bound by the SWI/SNF complex. Rep 1, 2 and 3, three biological replicates.

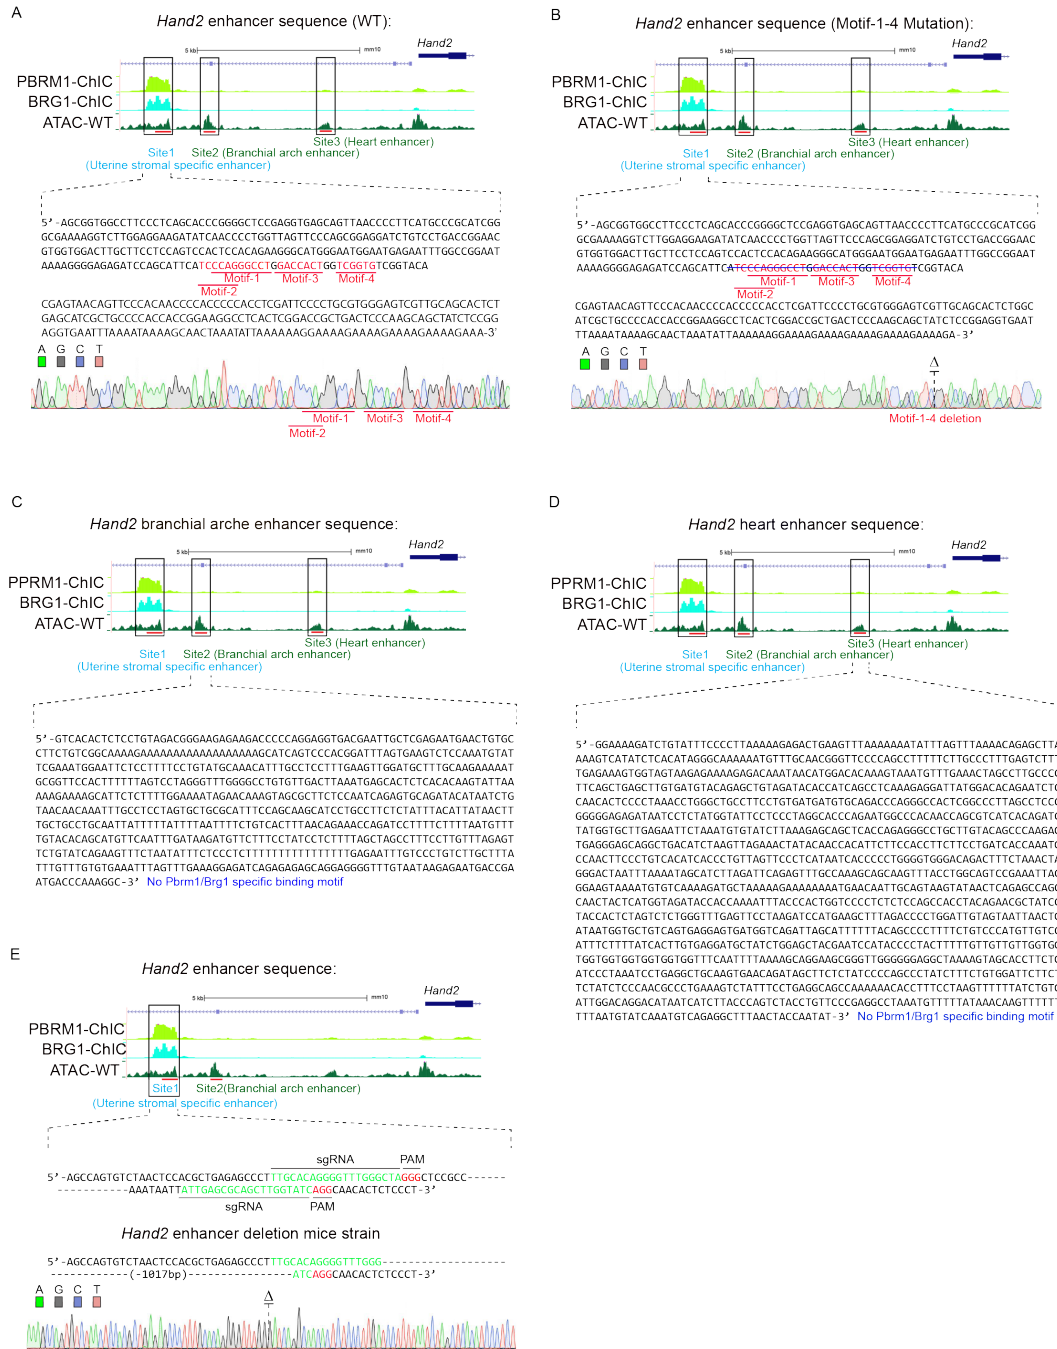

**Figure S6. Predicted binding motifs in the *Hand2* gene locus and uterine specific enhancer knockout mice generated with CRISPR/Cas9.**

(A-B) Predicted binding motifs in the middle of putative uterine specific *Hand2* enhancer region. Luciferase constructs with the putative *Hand2* WT (A) and mutated motifs (B) enhancer region. The red highlights motifs 1-4. (C-D) The *Hand2* heart and branchial arch specific enhancers did not have the PBRM1/BRG1 specific binding motifs. (E) Design of the putative uterine specific *Hand2* enhancer region and DNA sequence at the enhancer locus of 2 knockout mouse lines.

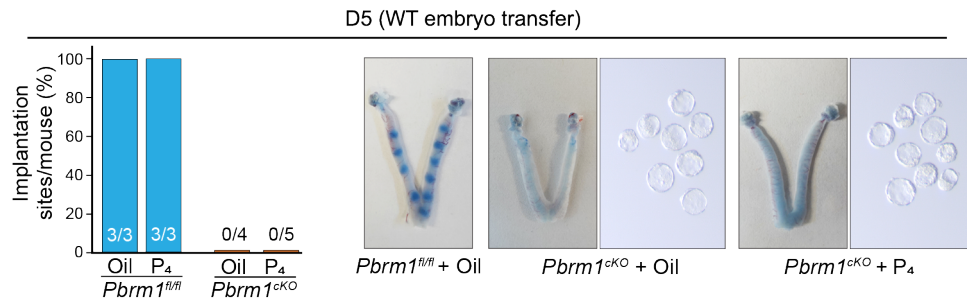

**Figure S7. Exogenous progesterone supplementation cannot improve embryo implantation in *Pbrm1* mutant females.**

Implantation rate and representative morphology of uteri from *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* female mice treated with oil or P<sub>4</sub>. Number within the bar indicates the number of mice with implantation sites per total tested mice.

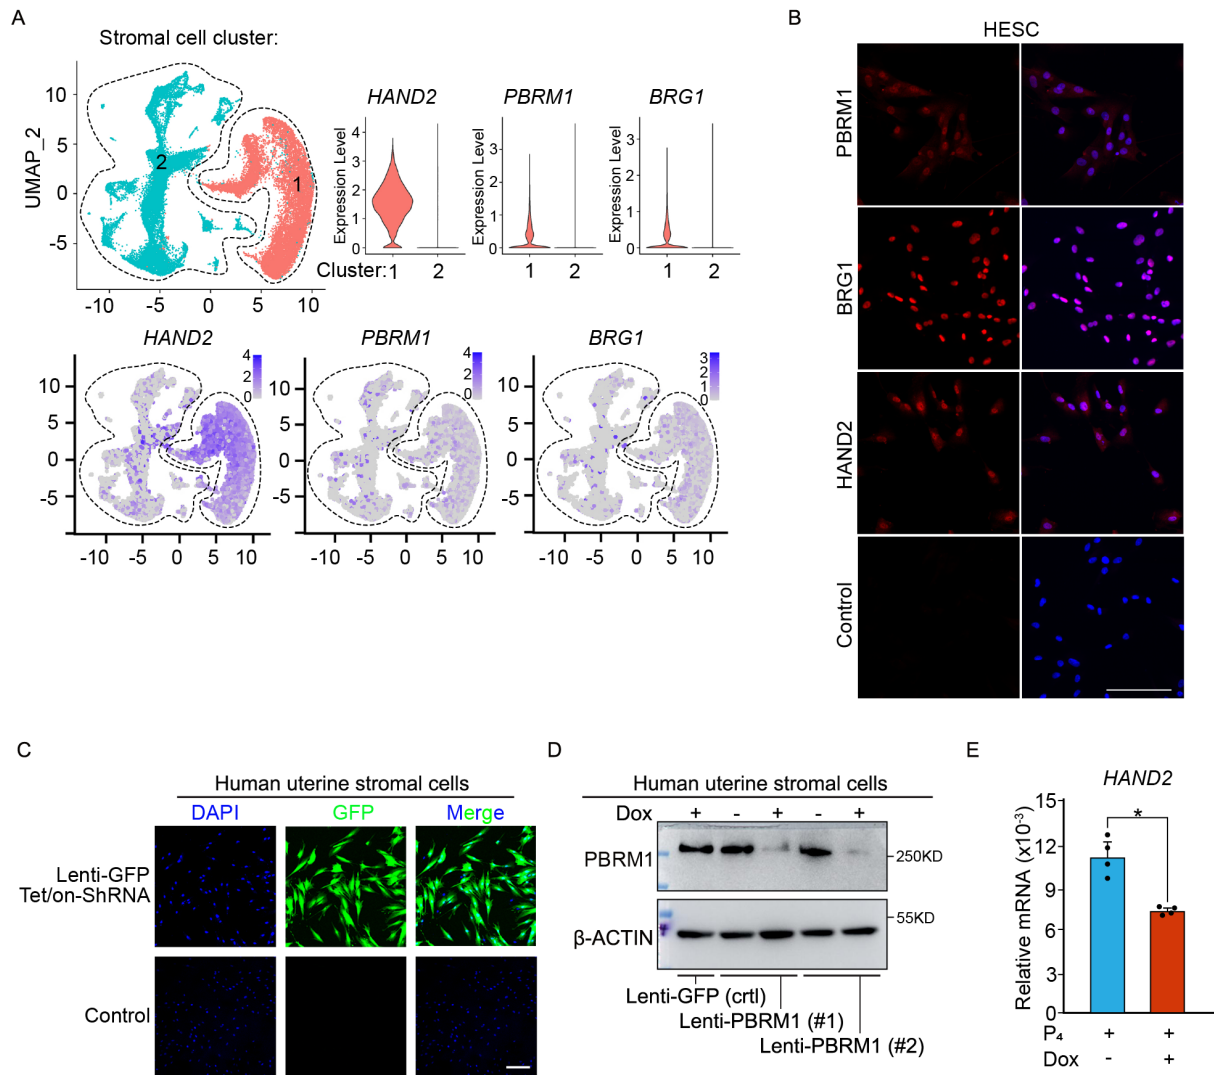

**Figure S8. *PBRM1*, *BRG1* and *HAND2* expression in human uterine stromal cells.** (A) Single cell RNA-seq documents co-expression of *PBRM1*, *BRG1* and *HAND2* in normal pregnant women uterine stromal cells (data from GSE194219). (B) Immunostaining of *PBRM1*, *BRG1* and *HAND2* demonstrates co-localization in the nuclei of human uterine stromal cells. (C) Confocal images of GFP documents transduction efficiency after lentivirus infection of human uterine stromal cells. Scale bar: 100  $\mu$ m. (D) Immunoblot analysis of *PBRM1* protein expression in human uterine stromal cells.  $\beta$ -actin, loading control. (E) Quantitative real-time PCR of *HAND2* in *PBRM1* knockdown of human uterine stromal cells. Data shown represent the mean  $\pm$  SEM. \* $P$ <0.05, independent-sample Student's  $t$  test.

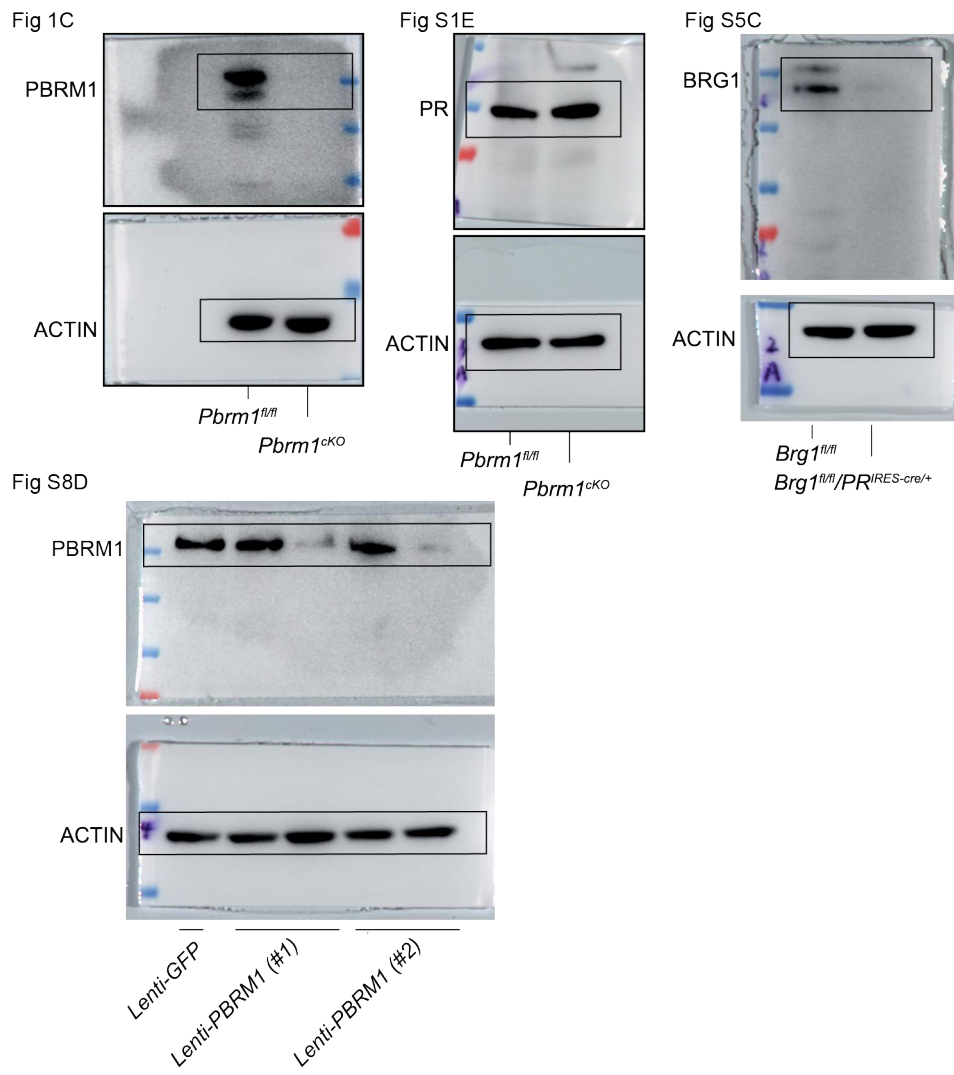

**Figure S9: Images of uncropped immunoblots.**

**Supplemental Table 1: Reciprocal embryo transfers between *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>ckO</sup>* mice**

| Genotype |                              | Recipients | Embryos transferred | Mice with IS (%) | IS (%)   | No Sites (%) | Embryos recovered |
|----------|------------------------------|------------|---------------------|------------------|----------|--------------|-------------------|
| Embryo   | Recipient                    |            |                     |                  |          |              |                   |
| WT       | <i>Pbrm1<sup>fl/fl</sup></i> | 3          | 45                  | 3 (100%)         | 32 (71%) | 0            | 0                 |
| WT       | <i>Pbrm1<sup>ckO</sup></i>   | 8          | 128                 | 1 (12.5%)        | 2 (1.5%) | 7 (87.5%)    | 51 (40%)          |

Blastocysts were collected by flushing uterus on D4 of pregnancy and transferred into recipient uterus on D4 (9:00) of pseudopregnancy. Implantation sites were visualized by the blue dye in the midmorning (10:00 h) of D5 of pregnancy. IS, implantation sites; WT, wildtype.

**Supplemental Table 2: Exogenous P<sub>4</sub> supplementation cannot improve normal embryo implantation in *Pbrm1* mutant females**

| Genotype |                              | Treatment      | Recipients | Embryos transferred | Mice with IS (%) | IS (%)   | No IS (%) | Embryos recovered |
|----------|------------------------------|----------------|------------|---------------------|------------------|----------|-----------|-------------------|
| Embryo   | Recipient                    |                |            |                     |                  |          |           |                   |
| WT       | <i>Pbrm1<sup>fl/fl</sup></i> | Oil            | 3          | 42                  | 3 (100%)         | 31 (74%) | 0         | 0                 |
|          |                              | P <sub>4</sub> | 3          | 42                  | 3 (100%)         | 29 (69%) | 0         | 0                 |
| WT       | <i>Pbrm1<sup>cKO</sup></i>   | Oil            | 4          | 60                  | 0                | 0        | 4 (100%)  | 23 (38%)          |
|          |                              | P <sub>4</sub> | 5          | 77                  | 0                | 0        | 5 (100%)  | 32 (41%)          |

Pregnant *Pbrm1<sup>fl/fl</sup>* and *Pbrm1<sup>cKO</sup>* mice were injected subcutaneously with oil or progesterone (P<sub>4</sub>, 2 mg/mouse) on D3. Blastocysts were collected by flushing uterus on D4 WT of pregnancy and transferred into recipient uterus on D4 (9:00) of pseudopregnancy. Implantation sites were visualized by the blue dye in the midmorning (10:00 h) of D5 of pregnancy. IS, implantation sites; WT, wildtype.

**Supplemental Table 3: Antibodies**

| <b>Antibodies</b>           | <b>Company</b>    | <b>Catalog</b> | <b>Dilution</b> | <b>Application</b>   |
|-----------------------------|-------------------|----------------|-----------------|----------------------|
| BRG1                        | Abcam             | Ab11064        | 1:300           | Immunohistochemistry |
| PPRM1                       | Abcam             | Ab196022       | 1:500           | Immunohistochemistry |
| P450scc                     | American Research | 35-152123      | 1:100           | Immunohistochemistry |
| HAND-2                      | R&D               | AF3876         | 1:100           | Immunohistochemistry |
| HAND-2                      | Abcam             | Ab200040       | 1:800           | Immunohistochemistry |
| PBRM1                       | Bethyl            | 591A-T         | 1:200           | Immunohistochemistry |
| ER $\alpha$                 | AB Clonal         | A12976         | 1:300           | Immunohistochemistry |
| PR                          | Cell Signaling    | #8757          | 1:300           | Immunohistochemistry |
| 11 $\beta$ -HSD2            | Santa Cruz        | Sc-365529      | 1:50            | Immunohistochemistry |
| FGFR1                       | Cell Signaling    | 9740T          | 1:300           | Immunohistochemistry |
| BRG1                        | Cell Signaling    | 3508T          | 1:200           | Immunohistochemistry |
| BRG1                        | Thermo Fisher     | 720129         | 1:200           | Immunohistochemistry |
| FGFR2                       | Thermo Fisher     | PA5-14651      | 1:200           | Immunofluorescence   |
| $\alpha$ -SMA               | R&D               | MAB1420        | 1:200           | Immunofluorescence   |
| LTF                         | Bioss             | 51024M         | 1:200           | Immunofluorescence   |
| CK                          | Dako              | M351529-2      | 1:200           | Immunofluorescence   |
| LIF                         | Novusbio          | 39N7D10        | 1:200           | Immunofluorescence   |
| Mucin-1                     | Abcam             | Ab15481        | 1:200           | Immunofluorescence   |
| Acetylated tubulin          | Sigma-Aldrich     | T7451          | 1:500           | Immunofluorescence   |
| Ezrin                       | Cell Signaling    | #3145          | 1:200           | Immunofluorescence   |
| Vimentin                    | R&D               | MAB2105        | 1:100           | Immunofluorescence   |
| KI-67                       | Abcam             | 15580          | 1:500           | Immunofluorescence   |
| PCNA                        | Santa Cruz        | Sc-56          | 1:300           | Immunofluorescence   |
| p-ER $\alpha$ (Ser-118)     | Santa Cruz        | SC-12915       | 1:100           | Immunofluorescence   |
| p-FRS2(Y436)                | R&D               | AF5126-SP      | 1:200           | Immunofluorescence   |
| p-ERK(E-4)                  | Santa Cruz        | 7383           | 1:200           | Immunofluorescence   |
| p-ERK1/2<br>(Thr177/Thr160) | Covalab           | 00120243       | 1:200           | Immunofluorescence   |
| FGFR2                       | Thermo Fisher     | PA5-14651      | 1:60            | Immunofluorescence   |
| HAND-2                      | Abcam             | Ab200040       | 1:800           | Immunofluorescence   |
| FGF17                       | Sigma-Aldrich     | HPA052600      | 1:300           | Immunofluorescence   |
| FGF1                        | Novus             | 2E12           | 1:200           | Immunofluorescence   |
| PBRM1                       | Bethyl            | 591A-T         | 1:1000          | Immunoblot           |
| BRG1                        | Abcam             | Ab11064        | 1:1000          | Immunoblot           |
| PBRM1                       | Bethyl            | 590A-T         | 1:1000          | Immunoblot           |

**Supplemental Table 4: Primers for real-time PCR**

|                        |                                   |
|------------------------|-----------------------------------|
| <i>Pbrm1</i> Mus RT-F  | 5'-GGTGAAGAAGGAATGATGGAAGACATG-3' |
| <i>Pbrm1</i> Mus RT-R  | 5'-GGGAGAAGCCATGTCATCATCATCA-3'   |
| <i>Lif</i> Mus RT-F    | 5'-TCTATGGTTCCAGGCCTTTCC-3'       |
| <i>Lif</i> Mus RT-R    | 5'-CTATGGTTCCAGGCCTTTCCTAA-3'     |
| <i>Hand2</i> Mus RT-F  | 5'-TCGGTTATCTAGTGCTGTC-3'         |
| <i>Hand2</i> Mus RT-R  | 5'-ATACTTACAATGTTTACACCTTCA-3'    |
| <i>Muc1</i> Mus RT-F   | 5'-AGCCCCCTATGAGGAGGTTTCG-3'      |
| <i>Muc1</i> Mus RT-R   | 5'-AAGTGGTCACCACAGCTGGG-3'        |
| <i>Ltf</i> Mus RT-F    | 5'-GGGCAAGTGCGGTTTAGTT-3'         |
| <i>Ltf</i> Mus RT-R    | 5'-CCATTGCTTTGGAGGATT-3'          |
| <i>Areg</i> Mus RT-F   | 5'-GACAAGAAAATGGGACTGTGC-3'       |
| <i>Areg</i> Mus RT-R   | 5'-GGCTTGGCAATGATTCAACT-3'        |
| <i>Hoxa10</i> Mus RT-F | 5'-GGCAGTTCCAAAGGCGAAAA-3'        |
| <i>Hoxa10</i> Mus RT-R | 5'-CAAAAAAGCCAGAACAAAC-3'         |
| <i>Brg1</i> Mus RT-F   | 5'-AGTACATGATTGTGGATGAAGGCCAC-3'  |
| <i>Brg1</i> Mus RT-R   | 5'-GGTGCATTGAACCACTGTTCTGAAG-3'   |
| <i>Ihh</i> Mus RT-F    | 5'-CATCTTCAAGGACGAGGAGAACA-3'     |
| <i>Ihh</i> Mus RT-R    | 5'-CATGACAGAGATGGCCAGTGA-3'       |
| <i>Gapdh</i> Mus RT-F  | 5'-TGGCAAAGTGGAGATTGTTGCC-3'      |
| <i>Gapdh</i> Mus RT-R  | 5'-AAGATGGTGATGGGCTTCCCG-3'       |
| <i>ER</i> Mus RT-F     | 5'-AATGATGGGCTTATTGACCAACCTA-3'   |
| <i>ER</i> Mus RT-R     | 5'-CCTTCCACACATTTACCTTGATTCC-3'   |
| PR Mus RT-F            | 5'-ACCTGATCTAATCCTAAATGA-3'       |
| PR Mus RT-R            | 5'-ATTGTGTAAAGAAGTAGTAAGAC-3'     |
| <i>Fgf1</i> Mus RT-F   | 5'-ATCACAACCTTCGCAGCCCTG-3'       |
| <i>Fgf1</i> Mus RT-R   | 5'-CTGAGCTGCAGCTGAATGTGCT-3'      |
| <i>Fgf7</i> Mus RT-F   | 5'-ACCTCGTCTGTCTAGTGGGCACT-3'     |
| <i>Fgf7</i> Mus RT-R   | 5'-TACCACTGGGTGCGACAGAACA-3'      |
| <i>Fgf16</i> Mus RT-F  | 5'-GTTTCCTGAACGAGCGCCTGG-3'       |
| <i>Fgf16</i> Mus RT-R  | 5'-GTGCCGTTGGGGAAGATCTCAA-3'      |
| <i>Fgf17</i> Mus RT-F  | 5'-AGCAGGCGGCAAATCCGTGAATA-3'     |
| <i>Fgf17</i> Mus RT-R  | 5'-ACAGATGTACTTCTCGCTCTCTGCC-3'   |
| <i>Fgf18</i> Mus RT-F  | 5'-AAGCAGCTGCGCTTGTACCAG-3'       |
| <i>Fgf18</i> Mus RT-R  | 5'-TGATCCGGACTTGACTCCCGAAG-3'     |
| <i>Fgf21</i> Mus RT-F  | 5'-ATCTAGAGTTGGGACCCTGGGACT-3'    |
| <i>Fgf21</i> Mus RT-R  | 5'-ATCTCCAGGTGGGCTTCAGTGTC-3'     |

\*F, forward primer; R, reverse primer

**Supplemental Table 5: Primers for ChIP-qPCR**

|                           |                                       |
|---------------------------|---------------------------------------|
| <i>Hand2</i> ChIP Site1-F | 5'-AGAGATCCAGCATTCATCCCAGGG-3'        |
| <i>Hand2</i> ChIP Site1-R | 5'-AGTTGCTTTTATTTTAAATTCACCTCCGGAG-3' |
| <i>Hand2</i> ChIP Site2-F | 5'-GGCAGGTTGATCTAGTCTTGAGCC-3'        |
| <i>Hand2</i> ChIP Site2-R | 5'-CAGATTAGACCCCAGGGAAAAGAGC-3'       |
| <i>Hand2</i> ChIP Site3-F | 5'-GAAACTAGCCTTGCCCCCTTC-3'           |
| <i>Hand2</i> ChIP Site3-R | 5'-GGGTGCCTAGGGAGGAATAC-3'            |

\*F, forward primer; R, reverse primer

**Supplemental Table 6: Primers for chromosome conformation capture (3C)**

|                                     |                                      |
|-------------------------------------|--------------------------------------|
| <i>Hand2</i> -neg 3C-57302215       | 5'-CCTTTGAGCTCGTCTTGACTTTGA-3'       |
| <i>Hand2</i> -neg 3C-57306473       | 5'-GATCACTGTGAGTTCCAGGCCA-3'         |
| <i>Hand2</i> -neg 3C-57311226       | 5'-ACATAAGAAGCGTGCGTGGGTAT-3'        |
| <i>Hand2</i> -neg 3C-57312627       | 5'-TCGCTTCCACCAATGGCTCTG-3'          |
| <i>Hand2</i> -neg 3C-57316036       | 5'-TGCTTAAATCCACTGCTAGCTAGTTCC-3'    |
| <i>Hand2</i> -neg 3C-57319934       | 5'-GTGGAGATCCATTTTCCGTTCTAATGC-3'    |
| <i>Hand2</i> -neg 3C-57324550       | 5'-CCTAATCTTTACATGGGTGATACCTCAA-3'   |
| <i>Hand2</i> -promoter 3C-57320976  | 5'-TGTACAGCTACATCTTTAGGGCCG-3'       |
| <i>Hand2</i> -enhancer 3C- 57312627 | 5'-CAGAGCCATTGGTGGAAGCGA-3'          |
| <i>Actb</i> 3C site-1               | 5'-GCAAGTGCTTCTAGGCGGACTGTTA-3'      |
| <i>Actb</i> 3C site-2               | 5'-CCTGTGGTTGTCAGAGCAACCTTCTA-3'     |
| <i>Actb</i> 3C site-3               | 5'-CCCCGAGGTGACTATAGCCTTCTTTT-3'     |
| <i>Actb</i> 3C site 4               | 5'-CCATCTTGAGAGTACACAGTATTGGGAACC-3' |

How the deposited data were processed for this re-analysis (not part of the article)

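Peak lists of ChIC-Seq with antibodies against PBRM1 and BRG1 were analysed. The cells were primary uterine stromal cells of WT mice on D4, with 3 replicates per antibody. Samples were grouped by antibody and replicate from their labels and the paper. The 2 IgG libraries were not analysed here.

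According to the methods, the authors trimmed the read pairs, aligned them to mm10 with Bowtie2, removed pairs with a low mapping quality with samtools and duplicates with Picard, and called peaks with MACS 2.2.7.1 for each replicate and for the pooled fragments of each antibody. The headers of the 8 deposited lists show a q-value cutoff of 0.05, a regional background of 10000 bp and no control file. The fragments of the pooled lists equal the sum of the replicates. Each deposited list gives a pileup signal, a −log10 q-value and a fold enrichment over the local background for each peak, as the authors' MACS call wrote them. These values were used to describe peaks and to rank or filter them within a list. The lists of different libraries are not on one scale, so that the comparison of fold enrichments between the PBRM1 replicates at their common peaks is approximate. A peak called against the local background alone can also mark open chromatin or sequence that collects fragments with any antibody, which these lists cannot separate. The replicate depth was 8868777 to 16505239 fragments for PBRM1 and 11506964 to 14595089 for BRG1. The pooled lists, with 38144108 and 37842839 fragments, reach weaker sites than the replicates. Intervals on shares of peaks are 95% Wilson intervals and cover counting error only.

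From the lists, peaks were intersected with a minimum of 1 bp in Python 3.11.15. This and the other steps used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. As a check, bedtools 2.31.1 counted the overlap of the pooled PBRM1 list with the pooled BRG1 list and gave the same number. Peaks were classified with the full GENCODE annotation of mm10, with promoters within 2000 bp of a TSS. Each peak was assigned to the gene with the nearest TSS. The expected overlap came from 1000 circular shifts of one list along each chromosome. A difference between the antibodies was tested with a two-sided exact permutation test, which cannot give a p below 0.1 with 3 replicates against 3. Motifs were counted as exact strings in 501 bp windows and tested with an exact McNemar test on pairs of peak and flank, with Benjamini-Hochberg adjustment over 8 tests. Of the pooled peaks, 65 PBRM1 and 101 BRG1 peaks were left out of this test because a window was not complete. Primers and guides were placed on mm10 by exact match, except the forward primer of site 3, which was placed by the 17 of its 21 bases that match. The boxes of the *Hand2* enhancers were read by eye from Figure 4G and were set beside the ChIP-qPCR amplicons. The RNA-Seq log2 fold changes and the lists of downregulated and target genes are the paper's supplementary values. The ATAC-Seq list at hand was shortened and entered no overlap.

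The genes named were those with a P4 or implantation role that the results discuss beside these data, 6 *Fgf* genes, the genes of both antigens and the 3 target genes with the highest pooled PBRM1 fold enrichment at a promoter peak found in all 6 replicates. Alternatives were a stricter q-value or fold enrichment, other minimum overlaps, other promoter distances and gene sets, peaks found in all 3 replicates, each replicate left out in turn, and for motifs other windows, shuffled sequences and random windows of matched G and C content. For a replicate left out, the pooled peaks were limited to those with a peak in each remaining replicate, since the reads were not called again. The tests described above, the named genes and these alternatives were fixed before the data were examined, and some further tests of explanations were chosen after their results were seen. The basic GENCODE set, RefSeq and other counts of genes with a peak were added after the values were seen. The overlap, classification, motif and shuffling steps were tested on simulated data, where all 6000 planted overlaps among 10000 intervals and all 400 planted motif windows were found.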

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

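The tests of the mitochondrial peaks and of repeats in the strongest peaks were chosen after the values were seen, and the other tests in this part were set before their results were.

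A peak downstream of *Hand2* was present in all 8 lists. The paper does not discuss it. The pooled PBRM1 peak (chromosome 8 of mm10, 57328545 to 57328988) had a fold enrichment of 5.71 and lay 3912 bp past the end of *Hand2*, in distal intergenic sequence. The PBRM1 replicates had 5.68 ± 2.25 and the BRG1 replicates 6.44 ± 0.652 (SD, n = 3 each). Within each PBRM1 replicate it was higher than the peak at the *Hand2* promoter, with 7.55 against 4.65, 6.30 against 3.98 and 3.18 against 3.17, so by little in replicate 3. Within each BRG1 replicate it was lower, with 6.54 against 10.2, 5.74 against 6.41 and 7.03 against 9.63. This difference between the antibodies was not tested. Sequence that the reference holds in too few copies stays open, because 17.8% of the peak was repeat-masked, against a median of 5.43% in the PBRM1 peaks outside the 100 with the highest fold enrichment. A peak at the calling threshold was argued against in the pooled list, where it lay at the 85.0th percentile by q-value, although PBRM1 replicate 3 had it at the 13.7th percentile. RefSeq lists an enhancer with branchial arch activity at 57333128 to 57334891, which starts 4140 bp beyond the peak and holds a weaker pooled peak of PBRM1 at 57333841 to 57334109. A further regulatory element of *Hand2* bound by the complex may lie at the downstream peak. Open chromatin that collects fragments with any antibody stays open as an explanation, as no control list was used, and no biological explanation was tested.

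BRG1 peaks without PBRM1 were the second pattern that the paper does not report. Of the 21617 pooled BRG1 peaks found in all 3 BRG1 replicates, 616 (2.85%) overlapped no pooled PBRM1 peak, and 585 of these overlapped no PBRM1 peak of any list. Most were weak. Their median fold enrichment was 5.77 against 7.88 for the others and lay at the 22.6th percentile, so PBRM1 libraries that show weak sites less well are a possible explanation. They were also less often at promoters, with 29.7% against 71.2%, and among peaks of similar fold enrichment (4 groups) the difference averaged −31.6 percentage points. BRG1 in complexes without PBRM1, away from promoters, stays open as a hypothesis. The strongest of them, singled out after its value was seen, was at 20424151 to 20424902 on chromosome 8 with a fold enrichment of 41.6.

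The strongest peaks coincided between the antibodies. Of the 100 pooled PBRM1 peaks with the highest fold enrichment on the main chromosomes, 37 overlapped 1 of the 100 highest BRG1 peaks. Collapsed repeats as the cause of the whole set were argued against, because the median repeat-masked share of these 37 was 3.62%, against 5.43% in the PBRM1 peaks outside the 100. Their mean share was higher, 15.5% against 8.47%, since more than 50% of the sequence was masked in 5 of the 37, and for these 5 such repeats stay open. Among the 5 was the peak with the highest pileup of the PBRM1 list, at 98666253 to 98667328 on chromosome 2, of which 81.9% was repeat-masked. Of the 37, 54.1% lay at promoters, against 80% of all 100 PBRM1 peaks and 78% of all 100 BRG1 peaks. The coinciding peaks were thus less often at promoters than the strongest peaks of either list. Background at open promoters and shared occupancy both stay open, and no biological explanation was tested.

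Peaks on the mitochondrial genome, which the paper does not discuss, were present in all 8 lists, with 22 in the 6 replicate lists together and 3 to 5 per list. Their highest fold enrichment per list was 3.12 to 3.76. Background that does not depend on the antibody stays open, and their presence in 8 of 8 lists does not test it, since that is how they were noticed. A biological explanation was not tested.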

How the results depend on the processing

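For 27 results, 204 alternatives gave a value, of which 132 kept the direction and the side of the threshold, or moved by less than the spread. The others were 59 that moved, 7 that reversed, 2 that became weaker and 4 that became stronger. The 132 include outcomes that were fixed beforehand, so their number is no measure of stability. In the tests between the antibodies no p can fall below 0.1, so only their direction could change. The fits at *Hand2* without a replicate and most settings at sites 2 and 3 could not change either, as described below. GENCODE basic, RefSeq and the alternatives for the genes with a peak were chosen after the values were seen. Unless stated otherwise, the cause of a change was not tested.

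The overlap of PBRM1 peaks with BRG1 peaks stayed past its threshold under every alternative run, from 62.0% (50% of both peaks) to 97.4% (a replicate left out), as did the reverse overlap, from 41.4% to 70.1%. The number of peaks stayed lower for PBRM1 in each fit without 1 replicate, with differences from −15843 to −13376. The difference shrank to −8645 at a −log10 q of at least 5 and to −11291 at a fold enrichment of at least 4. The next range is again that of the fits without 1 replicate. The difference in promoter share was 10.7 to 13.8 percentage points across the 6 fits without 1 replicate. It was −1.26 (reversed, exact permutation test, p = 0.7) among the 10000 strongest peaks of each list, where the lists are of equal size.

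The promoter share of pooled PBRM1 peaks, 43.1%, moved to 38.2% within 1000 bp, 37.2% with protein-coding genes, 55.8% at a −log10 q of at least 5, 58.6% at a fold enrichment of at least 4, 82.7% with peaks found in all 3 replicates, 38.2% with GENCODE basic and 39.7% with RefSeq. Under the same settings the BRG1 share, 35.7%, moved to 30.5%, 29.6%, 44.5%, 43.4%, 70.0%, 30.5% and 31.7%. The intergenic share of PBRM1 peaks, 25.0%, moved to 32.7% with protein-coding genes, 20.6% at the stricter q-value, 20.4% at the stricter fold enrichment and 9.19% with peaks found in all 3 replicates. That of BRG1, 27.3%, moved to 28.5% (promoters within 1000 bp), 35.4%, 24.8%, 26.1%, 14.9%, and with GENCODE basic 28.8% and RefSeq 26.5%. Across the 3 fits that each left out one replicate, the promoter share was 76.3% to 79.7% (PBRM1) and 64.0% to 66.3% (BRG1), and the intergenic share 10.5% to 12.1% and 16.4% to 17.5%. These fits keep only peaks with a peak in each remaining replicate, which removes weak peaks by construction.

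Peaks found in all 3 replicates gave 309 downregulated genes and 99 candidate targets with both peaks, against 486 and 164, and the 6 fits without one replicate gave 309 to 366 and 99 to 128, for the reason just given. The highest values of each were those without PBRM1 replicate 3. The promoter share of shared peaks at the targets, 61.3%, moved to 71.2% (q-value), 75.6% (fold enrichment), 93.6% (all 3 replicates) and 90.4% to 93.6% (a replicate left out). With protein-coding genes only, 16603 genes had a PBRM1 peak against 26688, and 17297 a BRG1 peak against 30078.

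Against random windows of matched G and C content, motif 1 reversed in PBRM1 peaks (−0.0763 percentage points) and became weaker in BRG1 peaks (0.0848). These windows were drawn across the genome, so their place changed as well as their composition. Motif 2 became weaker in PBRM1 peaks found in all 3 replicates (0.499). For motif 3 in PBRM1 peaks the difference of −0.0708 reversed with a shorter window (0.0363) and passed the threshold as a lower share in peaks against shuffled sequences (−2.24), at the stricter q-value (−0.344), in all 3 replicates (−0.859) and against matched windows (−0.939). For BRG1 the 0.0484 reversed under the same 4 settings (−2.24, −0.164, −0.565 and −0.757). Motif 4 kept its direction and side of the threshold in every alternative run, from 0.398 to 12.5 percentage points.

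At *Hand2*, the mean fold enrichment with a replicate left out was 7.80 to 8.10 for PBRM1 and 14.0 to 14.7 for BRG1 at site 1, and 3.57 to 4.31 and 8.02 to 9.91 at the promoter. A mean of 2 of the same 3 values cannot move by a whole SD, so these fits are no test of stability. Sites 2 and 3 had a peak in none of the replicate lists, so leaving one out or a stricter q-value can only give 0 again. The pooled lists, which could have shown a peak there, had none. At a −log10 q of at least 5 no PBRM1 replicate had a promoter peak, so this setting gave no value. A list gives no signal outside peaks, so no limit of detection can be given for sites 2 and 3. Same-numbered replicates of the 2 antibodies showed no shared deviation at common peaks, with correlations of −0.040 to −0.011. Replicates with unlike numbers had −0.017 to 0.029. This cannot exclude that same-numbered replicates came from the same cells, so a pairing stays open. With the replicate block, the difference in peaks (−14537) and in promoter share (12.6) had p = 0.25 in an exact sign-flip test, the smallest that 3 pairs allow.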

Differences from the paper's values

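The nearest TSS rule gave 26688 genes with a PBRM1 peak, against the paper's about 16000 in Fig. 4E, read by eye. It gave 30078 genes with a BRG1 peak, against the paper's about 17000 in Fig. 4E, read by eye. No alternative for these counts was set before the data were examined. With protein-coding genes only, the counts were 16603 and 17297, and with genes that have a peak within 2000 bp of a TSS 21166 and 23417, all within 1.5 times the paper's values. Both settings were chosen after seeing the values. With GENCODE basic transcripts, also chosen after seeing the values, the counts were 27723 and 31213 and did not close the gap.

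The paper puts the share of PBRM1 peaks that overlap BRG1 sites above 90%, where the pooled lists gave 78.6%. Peaks found in all 3 replicates gave 96.1%, and the fits that left out one replicate gave 90.7% to 97.4%. The other alternatives, from 62.0% to 88.0%, stayed below. Counted by gene, 25510 of the 26688 genes with a PBRM1 peak (95.6%) also had a BRG1 peak. The paper speaks of peaks but gives its share beside an intersection of genes, so which count it used stays open.

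The paper's promoter and intergenic shares are 38.21% and 26.23% for PBRM1 and 30.64% and 28.63% for BRG1, against 43.1%, 25.0%, 35.7% and 27.3% here. Promoters within 1000 bp of a TSS gave 38.2%, 26.1%, 30.5% and 28.5%, and GENCODE basic transcripts, chosen after seeing the values, gave 38.2%, 26.3%, 30.5% and 28.8%. The promoter classes of Supplemental Figure 4G reach 2000 bp, so the match at 1000 bp does not show how the paper's shares arose. The paper names promoters and distal intergenic regions as the main places of both proteins. In the pooled lists, introns held more peaks than distal intergenic sequence, 26.4% against 24.7% for PBRM1 and 30.6% against 27.1% for BRG1. In all 3 PBRM1 replicate lists and in BRG1 replicate 2, distal intergenic sequence held more than introns, with 14.3% against 13.0%, 17.1% against 16.3%, 17.1% against 15.8% and 21.0% against 20.6%.

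For the shared sites at the candidate targets, the paper gives 70.78% at promoters and 24.02% in introns and intergenic regions, with ATAC-Seq peaks included. Without them the shares were 61.3% and 34.9%, and at a −log10 q of at least 5 they were 71.2% and 25.5%. The paper counts 168 genes with both proteins. The nearest TSS rule found 164 of 167 distinct genes, and peaks from 2000 bp upstream to the gene end found all 167. For the downregulated genes, 486 had both here and about 450 in Fig. 4E, read by eye, and a −log10 q of at least 5 gave 454.

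The paper places both heart enhancers in the second intron of *Hand2os1* and the uterine enhancer in the third. In the RefSeq transcript with 6 exons the branchial arch amplicon lay with the uterine site in intron 3, and in the one with 5 exons all 3 lay in intron 2.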

Other observations

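The tests of PBRM1 peaks without BRG1 and of dinucleotide content were chosen after the result was seen, and the other tests in this part before.

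The hypothesis that downregulated genes with a PBRM1 promoter peak fall more was not borne out. In the paper's RNA-Seq list, the mean log2 fold change was −1.72 (SD 0.65, 483 genes) with such a peak and −2.30 (SD 1.16, 75 genes) without, a difference of 0.58 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Genes without a peak had a lower median abundance, 59.4 against 108 in the paper's mean normalized counts. Abundance as the whole cause was argued against, because the difference within 5 groups of equal size by abundance was 0.53 (permutation test, p = 0.0001, the smallest that 10000 resamples can give). Genes are not independent replicates, and all were selected for a fall, so the difference describes this list. An indirect loss of expression at the genes without a peak may be part of it, and was not tested.

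The pooled lists had lower promoter shares than each of their replicates. A deeper call that lets weaker peaks pass fits this, since the strongest pooled peaks, as many as a replicate list holds on average, had a promoter share of 66.8% for PBRM1 (23750 peaks) and 52.0% for BRG1 (38287 peaks), within the range of the replicates. The higher promoter share of the PBRM1 than of the BRG1 replicates may come from the shorter PBRM1 lists. The difference was −1.26 percentage points between lists of 10000 peaks. With 87.4% and 88.7% of these peaks at promoters, little room was left for a difference, so this comparison does not decide it. At a −log10 q of at least 5, where the lists stayed unequal in length, the difference was 12.6 percentage points. No biological explanation was tested for either.

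PBRM1 peaks without a BRG1 peak numbered 11782 in the pooled list. They are a candidate for weak peaks near the calling threshold, because 39.7% of the 5512 weakest by q-value overlapped BRG1, against 100% of the 5511 strongest. A PBRM1 peak without a BRG1 peak was rare among the 13643 found in all 3 PBRM1 replicates. These are strong peaks, with a median fold enrichment of 7.21, against 3.31 in those without a replicate peak. Whether PBRM1 binds without BRG1 stays open, since open chromatin that collects fragments with any antibody could give the same overlap. Of the 22485 peaks without a replicate peak, 9066 overlapped no BRG1 peak. The rare peaks were 3, at 77801509 to 77802231 on chromosome 14, 10286666 to 10287023 on chromosome 16 and 7876618 to 7876873 on chromosome 17. These 3 were singled out after their values were seen.

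PBRM1 replicate 3 had the most fragments and the fewest peaks. A lower enrichment of that library is a possible explanation. Its median fold enrichment at the peaks common to the 6 replicate lists was 5.53, against 7.39 and 6.76 in replicates 1 and 2, although fold enrichments of different libraries are not on one scale. A biological difference between the cultures was not tested.

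For the motifs in PBRM1 peaks, G and C content could account for motif 1, whose difference from matched windows was −0.0763 percentage points. It was argued against as the whole cause for motif 2 (2.38 percentage points against matched windows) and motif 4 (4.78). In BRG1 peaks the difference for motif 2 fell further, from 2.31 against flanks to 0.740 against matched windows. That for motif 4 in BRG1 peaks fell from 5.03 to 3.82. Against the PBRM1 peak sequences shuffled with their dinucleotides kept, motif 1 was 0.218 percentage points higher in the peaks (exact McNemar test, adjusted p = 0.011). Motif 4, which holds a CG, was 0.398 percentage points higher (exact McNemar test, adjusted p = 0.037), where its difference from the flanks was 6.17. Such a difference does not decide between peaks and flanks, because shuffled sequences also departed from the peaks by −2.24 percentage points for motif 3, which peaks and flanks held in like shares. Whether dinucleotide content is the whole cause for motif 4 therefore stays open. Binding of a factor to these sequences was not tested.

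Of the 6 *Fgf* genes named in the paper, *Fgf18* had a promoter peak in all 3 replicates of both antibodies. *Fgf1* had one in 2 of 3 replicates of each antibody and *Fgf21* in 1 PBRM1 and 2 BRG1 replicates. *Fgf16* had one in 0 PBRM1 and 3 BRG1 replicates, *Fgf7* in 0 and 1, and *Fgf17* in none of the 6. The pooled PBRM1 list held promoter peaks at *Fgf16*, with a fold enrichment of up to 3.96, and none at *Fgf7*. At *Fgf17* the pooled lists held a weak one, with a fold enrichment of 2.72 for PBRM1.

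The 3C primers for the enhancer and the promoter lie inside the pooled peaks of both antibodies. Of the 7 control primers, control 4 has the same position as the enhancer primer (57312627 to 57312647) on the other strand, and the other 6 lie 883 to 8218 bp from the nearest PBRM1 peak. Control 2 matches the genome 16 times.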
